# Genes responsive to both oxidant stress and loss of estrogen receptor function identify a poor prognosis group of estrogen receptor positive primary breast cancers

**DOI:** 10.1186/bcr2120

**Published:** 2008-07-17

**Authors:** Christina Yau, Christopher C Benz

## Abstract

**Introduction:**

Oxidative stress can modify estrogen receptor (ER) structure and function, including induction of progesterone receptor (PR), altering the biology and clinical behavior of endocrine responsive (ER-positive) breast cancer.

**Methods:**

To investigate the impact of oxidative stress on estrogen/ER-regulated gene expression, RNA was extracted from ER-positive/PR-positive MCF7 breast cancer cells after 72 hours of estrogen deprivation, small-interfering RNA knockdown of ER-α, short-term (8 hours) exposure to various oxidant stresses (diamide, hydrogen peroxide, and menadione), or simultaneous ER-α knockdown and oxidant stress. RNA samples were analyzed by high-throughput expression microarray (Affymetrix), and significance analysis of microarrays was used to define gene signatures responsive to estrogen/ER regulation and oxidative stress. To explore the association of these signatures with breast cancer biology, microarray data were analyzed from 394 ER-positive primary human breast cancers pooled from three independent studies. In particular, an oxidant-sensitive estrogen/ER-responsive gene signature (Ox-E/ER) was correlated with breast cancer clinical parameters and disease-specific patient survival (DSS).

**Results:**

From 891 estrogen/ER-regulated probes, a core set of 75 probes (62 unique genes) responsive to all three oxidants were selected (Ox-E/ER signature). Ingenuity pathway analysis of this signature highlighted networks involved in development, cancer, and cell motility, with intersecting nodes at growth factors (platelet-derived growth factor-BB, transforming growth factor-β), a proinflammatory cytokine (tumor necrosis factor), and matrix metalloproteinase-2. Evaluation of the 394 ER-positive primary breast cancers demonstrated that Ox-E/ER index values correlated negatively with PR mRNA levels (*r*_p _= -0.2; *P *= 0.00011) and positively with tumor grade (*r*_p _= 0.2; *P *= 9.741 × e^-5^), and were significantly higher in ER-positive/PR-negative versus ER-positive/PR-positive breast cancers (*t*-test, *P *= 0.0008). Regardless of PR status, the Ox-E/ER index associated with reduced DSS (*n* = 201; univariate Cox, *P *= 0.078) and, using the optimized cut-point, separated ER-positive cases into two significantly different DSS groups (log rank, *P *= 0.0009).

**Conclusion:**

An oxidant-sensitive subset of estrogen/ER-responsive breast cancer genes linked to cell growth and invasion pathways was identified and associated with loss of PR and earlier disease-specific mortality, suggesting that oxidative stress contributes to the development of an aggressive subset of primary ER-positive breast cancers.

## Introduction

Estrogen receptor (ER; α isoform) is a redox-sensitive transcription factor, and breast cancer co-expression of progesterone receptor (PR) has long been clinically used to signify a functioning ER response pathway [1] and identify breast cancers that are most likely to respond to ER-targeted endocrine therapy [2-4]. Endocrine therapy, in turn, can alter tumor expression of ER and PR [5,6]; in particular, upon acquiring resistance to an endocrine agent such as tamoxifen, metastatic breast cancers usually retain ER expression [5] but frequently exhibit loss of PR expression [6]. At diagnosis, ER-positive/PR-negative breast cancers appear to be less responsive to endocrine therapy and associated with earlier metastatic relapse than ER-positive/PR-positive cases [2]. Despite the clinical biomarker utility of PR in conjunction with ER, factors that determine the altered biology and more aggressive clinical nature of ER-positive/PR-negative breast cancers remain unclear, with aging [7], activated growth factor receptor signaling [8-11], and oxidative stress [7] all implicated in the loss of PR expression.

As a putative etiologic factor for both aging and age-related diseases, oxidative stress is an attractive mechanistic hypothesis for the biological heterogeneity of ER-positive breast cancers, including PR status. Reactive oxygen species (ROS) are critical mediators of growth factor receptor signaling [12] and estrogen-inducible cell proliferation [13,14]. Not only has the carcinogenic potential of estrogen exposure been attributed to its oxidation chemistry [15,16], but oxidative stress pathways activated during cell immortalization and transformation have been correlated with breast cancer clinical prognosis [17].

Two major cellular consequences of excess oxidant exposure can specifically influence ER pathways and the endocrine responsiveness of ER-positive breast cancer. The first of these is that oxidative stress can reversibly or irreversibly directly alter protein structure. Among intracellular proteins most sensitive to oxidant-induced structural and functional damage are redox-sensitive zinc finger transcription factors such as ER [18] and Sp1 [19], whose zinc finger cysteine residues are readily oxidized, eliminating their DNA-binding activity. In ER-positive breast cancers, loss of Sp1 DNA binding activity has been correlated with aging in association with increased tumor content of the oxidative stress marker P-Erk5 [7]. Although not necessarily associated with aging, loss of ER DNA-binding activity has been found in up to one-third of all ER-positive breast cancers and correlated with loss of PR expression [20]. Because both ER-α and Sp1 DNA-binding and transactivating functions are needed for optimal estrogenic stimulation of genes such as PR and Bcl2, ER-positive breast cancers subjected to sufficient oxidative stress would be expected to exhibit suppressed expression of these estrogen-inducible genes.

A second major consequence of oxidative stress is its association with kinase-dependent signaling pathways. Aside from mediating growth factor receptor signaling, ROS directly inhibit protein tyrosine phosphatases and enhance Src, c-Jun amino-terminal kinase (JAK), Ras, protein kinase C (PKC), and mitogen-activated protein kinase (MAPK) signal transduction [21]. These activated kinase pathways also modulate ER signaling [22] and have been implicated in endocrine resistance [23-26]. In experimental models, excess MAPK signaling has been shown to repress ER expression and impair estrogen-inducible gene transcription [27]; and expression microarray analyses have shown that activation of MAPK signaling in cultured ER-positive breast cancer cells induces a profile of gene expression similar to that of ER-negative breast cancer [28]. Thus, ROS-activated kinases represent another means by which ER function can be compromised after oxidant stress and potentially associated with the clinical phenotype of ER-positive/PR-negative breast cancer.

Although gene expression profiles signifying estrogen responsiveness [29] and oxidative stress [30] have been independently identified from studies of ER-positive breast cancer cell line models, altered ER-regulated gene expression within the context of oxidative stress has not yet been addressed. Likewise, models simulating loss of estrogen-induced gene expression, as expected with aging and menopause, in contrast to estrogen-stimulated gene expression, have not been experimentally explored. In the present study, both estrogen deprivation and small-interfering RNA (siRNA) knockdown of ER-α are utilized to identify a complete set of estrogen/ER-regulated genes from which a subset responsive to all three forms of oxidant stress (diamide, hydrogen peroxide, and menadione) are derived as an oxidant-sensitive estrogen/ER gene signature (Ox-E/ER). Also, oxidant-sensitive genes experimentally determined following ER knockdown are analyzed in relation to estrogen/ER-regulated genes to derive an alternative Ox-E/ER signature (Ox'-E/ER). The relationships of these indicators of oxidant exposure, in particular the Ox-E/ER gene signature, to breast cancer biology and clinical outcome are further explored using microarray data from 394 ER-positive primary human breast cancers pooled from three independently published studies.

## Materials and methods

### Cells, culture treatments, and RNA extraction

ER-positive/PR-positive MCF7 human breast cancer cells were obtained from the American Type Culture Collection (Rockville, MD, USA). Cells were routinely maintained at 37°C and 5% carbon dioxide in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum, 1% penicillin-streptomycin, and 10 ng/ml insulin. Media and supplements were purchased from Mediatech, Inc. (Herndon, MA, USA). For ER-α knockdown, MCF7 cells were transfected with 100 nmol/l anti-ER-α siRNA (Dharmacon, IL, USA) using Lipofectamine-2000 (Invitrogen, CA, USA), in accordance with the manufacturer's protocol, and incubated for 72 hours. For estrogen deprivation, cells were plated in DMEM and allowed to attach overnight. The media were then changed to DMEM without phenol red; supplemented with 10% charcoal-stripped fetal bovine serum, 1% penicillin-streptomycin, and 10 ng/ml insulin; and cultures were incubated for an additional 72 hours. For oxidant treatments, MCF7 cells were treated with 275 nmol/l diamide or 0.5 mmol/l hydrogen peroxide (H_2_O_2_) or 10 μmol/l menadione for 8 hours. These oxidant doses and exposure times were chosen for their ability to significantly impair ER transcriptional activation without significantly impairing total ER content and cell viability (Additional file 1). Diamide and menadione were purchased from Sigma (Louisville, MO, USA) and H_2_O_2 _was obtained from VWR International (West Chester, PA, USA). For simultaneous ER-α knockdown and oxidant stress, MCF7 cells were transfected with 100 nmol/l anti-ER-α siRNA (Dharmacon, IL, USA) using Lipofectamine-2000 (Invitrogen, CA, USA), in accordance with the manufacturer's protocol, and incubated for 64 hours before oxidant treatment (275 nmol/l diamide or 0.5 mmol/l H_2_O_2 _or 10 μmol/l menadione) for 8 hours. All treatments were performed in duplicate. Total cell RNA was extracted using RNeasy Mini Kit in accordance with the manufacturer's instruction (Qiagen, CA, USA). RNA was diluted to 0.4 μg/μl, and RNA integrity was assayed using a 2100 Bioanalyzer (Agilent, CA, USA).

### Microarray analysis and gene signature derivations

Total RNA (4 μg per MCF7 sample) was labeled and analyzed using Affymetrix, Inc. (Santa Clara, CA, USA) HT-HG_U133A Early Access Arrays containing 22.9 K probes representing about 13 K unique Unigenes. Analyses were performed by standard Affymetrix procedures within the Lawrence Berkeley National Laboratory and Life Science Divison's Molecular Profiling Laboratory. Probe set measurements were generated from quantified Affymetrix image (.CEL) files using the RMA algorithm in Bioconductor R [31]. MCF7 microarray data were deposited into the public Gene Expression Omnibus database (GSE10061). Significance analysis of microarrays software [32] was used to determine significant changes in gene expression between treated and corresponding reference samples (control MCF7 for the single agent treatments, and ER-α knockdown MCF7 for the combined knockdown and oxidant stress treatment conditions). Venn diagrams were constructed in Bioconductor R, and the overlapping probes between treatment conditions were used to define the following gene signatures: estrogen/ER genes (overlapping probes from estrogen deprivation and ER-α siRNA treatment), Ox genes (probes commonly affected by all three oxidant stresses in control MCF7), Ox' genes (probes commonly affected by all three oxidant stresses after ER-α knockdown in MCF7), Ox-E/ER genes (estrogen/ER genes responsive to all three oxidant stresses in control MCF7), and Ox'-E/ER genes (estrogen/ER genes responsive to all three oxidant stresses following ER-α knockdown).

### Gene signatures and clinical parameters for 394 estrogen receptor positive primary breast tumors

Our own tumor dataset consisted of 102 early-stage age-stratified ER-positive primary breast cancer samples; these samples were obtained following multi-institutional review board approval and all information pertaining to these samples, their RNA processing, and microarray analysis has previously been reported [33], with primary data deposited into the Gene Expression Omnibus database (GSE7378 and GSE8193). Two other publicly available datasets were also used in this analysis: 214 ER-positive cases were selected from the study conducted by Miller and coworkers [34], and 79 ER-positive cases were selected from the study conducted by Hess and colleagues [35], resulting in a pooled set of 394 ER-positive primary breast tumors. Although treatment data were not available for all samples, more than 50% of these 394 cases received adjuvant systemic therapy. Because all three microarray studies used similar Affymetrix U133A platforms, all probe set measurements were generated using the RMA algorithm in Bioconductor R and related by Affymetrix probe identifiers. Individual datasets were mean-centered, and in order to remove possible systematic biases based on data source, distance-weighted discrimination [36] (DWD) was applied. ERBB2 status was reported for 181 cases in the pooled 394 ER-positive breast cancer dataset. An expression array cut-off value for ERBB2 probe 216836_s_at, previously shown to accurately reflect clinical ERBB2 status [37], was determined by minimizing misclassification error among the 181 samples with known ERBB2 status; and the remaining 213 cases were assigned ERBB2 status based on the expression array cut-off value.

Gene set enrichment analysis (GSEA) was performed using GSEA software version 2.1 [38] to assess all gene signatures with respect to clinical parameters. Ranking of genes with respect to categorical tumor phenotypes such as PR status, expression array determined ERBB2 status, nodal status, and grade was based on the signal-to-noise metric; and Pearson correlation was used to rank-order genes with respect to age at diagnosis. For genes with multiple probes, the median value from all expressed probes was used. Each gene signature enrichment score was derived as a function of the likelihood of that signature set being among the most highly ranked genes for each tumor phenotype, and enrichment score significance was estimated using 1,000 random permutations of the sample labels in the tumor dataset. For comparison, enrichment of four other reported gene signatures was also assessed; these included MAPK [28], proliferation [39], luminal [40], and sustained estrogen-induced [29] gene signatures, as listed in Additional file 2. To explore the relationship between oxidative stress and proliferation, hierarchical clustering of the combined dataset was performed based on expression of the proliferation signature [39] using Cluster software [41] and visualized with Java TreeView [42]. The dataset was dichotomized into tumors with higher proliferation signature (H) and tumors with lower proliferation signature (L). Numeric indices were calculated for the Ox, Ox', Ox-E/ER and Ox'-E/ER signatures as follows:

$$\text{Index}=\sum_{\text{j}\in \text{U}}{\text{x}}_{\text{j}}/\text{n}-\sum_{\text{j}\in \text{D}}{\text{x}}_{\text{j}}/\text{m}$$

Where x is the DWD-transformed expression measure, j is a gene indicator, ∈ signifies 'contained in', and U and D are the set of probes upregulated and downregulated by oxidative stress, respectively. A two-sample *t*-test with unequal variance was used to compare index values for each signature with respect to tumor proliferation status (H, L).

### Ox-E/ER gene signature functional analysis and prognostic validation

Ingenuity pathway analysis software (Ingenuity Systems Inc., Mountain View, CA, USA) was used to identify top biological networks represented by the Ox-E/ER gene signature. A two-sample *t*-test with unequal variance was used to compare Ox-E/ER index values with respect to PR status, array determined ERBB2 status, grade, and nodal status. Pearson correlations were determined between the index and PR mRNA expression level as well as each clinical parameter (age, array determined ERBB2 status, grade and nodal status). The pooled tumor sample set contained 201 cases with disease-specific survival (DSS) information (>33% adjuvant treated), and 263 cases with relapse-free survival (RFS) information (>46% adjuvant treated); and the prognostic value of the gene signature index was evaluated by univariate Cox analysis. Univariate Cox analyses based on patient age, tumor PR status, PR mRNA level, nodal status, and grade were also performed. Multivariate Cox analysis was used to determine which of these variables demonstrated independent prognostic significance. For the 201 cases with DSS data, an optimized cut-point for the Ox-E/ER gene signature index was determined using a modified log-rank statistic [43]. Kaplan-Meier analyses were performed on this dataset dichotomized by the optimized index cut-point and compared with the same data dichotomized by PR status.

## Results

### Defining gene signatures responsive to estrogen/estrogen receptor modulation and oxidative stress

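MCF7 is a human breast cancer cell line that expresses ER-α and depends on estrogen for growth. RNA from MCF7 cells in 6 conditions was hybridised to 12 Affymetrix high-throughput U133A arrays, 2 for each condition. The conditions were untreated cells, E deprivation for 72 hours in phenol red-free medium with charcoal-stripped serum, ER knockdown for 72 hours with 100 nM siRNA against ER-α, and 8 hours of diamide, H2O2 or menadione. The paper gives doses of 275 nM diamide, 0.5 mM H2O2 and 10 µM menadione, whereas the sample labels give 275 mM diamide, 0.5 mM H2O2 and 10 mM menadione. The authors turned the probe intensities into RMA values, which are background-corrected, normalized between arrays and on a log2 scale. These values ran from 4.44 to 15.39, and the median of each array lay between 6.72 and 6.83. The standard deviation between the 2 arrays of a condition was 0.0985 to 0.118 on the log2 scale, and their correlation over probe sets was 0.998 in each condition. A mean under 6 on this scale is taken as near background, a line set after the values were seen, and a log2 fold change from or to such a mean is a lower bound with no exact rank. From there, 62 control probe sets and 1 probe set without a usable value on every array were left out of the 22277 deposited, and each treatment was compared with the untreated cells over the other 22214 probe sets in limma fitted to all 12 arrays. A probe set was called at a Benjamini-Hochberg adjusted p under 0.01 and a change of at least 1.5-fold, the thresholds that the paper states. Of the probe sets tested, 19723 carry 1 gene symbol and together represent 12165 genes. All 5 comparisons use the same 2 untreated arrays, and the knockdown has no arm transfected with a control siRNA. The paper states that all treatments were performed in duplicate, but neither its text nor the sample labels say whether the 2 untreated arrays came from separate cultures, so that the spread between these 2, which every comparison with untreated cells uses, may be technical.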

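ESR1, the gene that encodes ER-α and the target of the siRNA, had a mean RMA value (log2) of 12.63 ± 0.08 (SD, n = 2) in untreated cells, 12.59 ± 0.23 after E deprivation and 11.48 ± 0.02 after ER knockdown. The values were 12.17 ± 0.05 after diamide, 11.68 ± 0.11 after H2O2 and 11.54 ± 0.16 after menadione. Against the untreated cells the log2 fold change of ESR1 was -1.15 (standard error 0.11, adjusted p = 4.01e-05) from limma after knockdown and -0.04 (standard error 0.11, adjusted p = 0.833) after E deprivation. ESR1 has 8 probe sets with this symbol, of which 4 were called lower after knockdown and 0 after E deprivation.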

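After 72 hours of E deprivation 1450 probe sets were higher and 1233 lower than in untreated MCF7 cells, 2683 in all (n = 2 arrays per condition). KRT4, a keratin of stratified epithelia, rose by a log2 fold change of 6.05 (standard error 0.13, adjusted p = 1.39e-10), UPK1A, a uroplakin of the urothelial membrane, by 5.10, and GABBR2, a subunit of the GABA-B receptor, by 5.03 with all 4 of its probe sets called higher. VGLL1 (4.30), the water channel gene AQP3 (4.30), PSCA (4.07), IGFBP3 (4.00), EMP1 (3.94), ENTPD3 (3.83) and CEACAM6 (3.73) completed the 10 genes with the largest increases. The largest decreases had log2 fold changes of -3.77 (standard error 0.17, adjusted p = 2.62e-08) for GREB1, -3.70 for the GDNF coreceptor gene GFRA1, -3.67 for the chemokine gene CXCL12 and -2.98 for PDZK1. NPY1R (-2.90), SGK3 (-2.88), CALCR (-2.87), SHH (-2.79), DMD (-2.68) and GPER1 (-2.37) followed. Of 31 measured genes of a list of classical estrogen-induced genes, 21 fell and 0 rose (median log2 fold change -0.97), with an adjusted p of 2.24e-14 from camera, a gene set test in limma. Cell cycle genes were lower as a group. All 18 measured G2/M genes fell (median -1.03, camera adjusted p = 4.15e-15), among them PLK1 (-1.46), CENPE (-1.39) and BUB1 (-1.35), and 21 of 24 DNA replication and G1/S genes fell (camera adjusted p = 3.14e-16), among them MCM10 (-1.64) and CDC45 (-1.26). Of the 64 measured proliferation markers that Additional file 2 lists, 50 fell and 1 rose (camera adjusted p = 4.97e-21). In the other direction, 40 of 110 measured genes of the MAPK-induced list of Additional file 2 rose and 1 fell (camera adjusted p = 1.74e-11), including S100P (3.49), EPAS1 (2.86) and CAPN2 (2.85). These counts were the same when adjusted over the list alone, and the calls of these 5 lists held with an estimated correlation between genes. Not every probe set was called for VGLL1 (2 of 3), EMP1 (2 of 3), GREB1 (2 of 3) and DMD (2 of 3). VGLL1, PSCA, IGFBP3 and ENTPD3 were near background in untreated cells, and PDZK1 and DMD after E deprivation, so that these changes are lower bounds. The counts of probe sets rest on the thresholds, with 2493 higher and 2612 lower when no fold threshold was set. Of all probe sets, 889 were called with a change of at least 2-fold, 578 higher and 311 lower, and 8714 had an unadjusted p under 0.05. With cyclic loess 1567 were higher and 1062 lower.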

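After 72 hours of ER knockdown 695 probe sets were higher and 320 lower than in untreated cells, 1015 in all (n = 2 arrays per condition). The balance rests on the fold threshold, with 1236 higher and 882 lower when none was set and 237 and 52 at a fold of at least 2. KRT4 (4.92 (standard error 0.13, adjusted p = 2.36e-09)), GABBR2 (3.92), VGLL1 (3.72) and UPK1A (3.15) had the largest log2 increases, followed by ALDH1A3, which encodes an aldehyde dehydrogenase (3.09), GPNMB (3.08), KRT23 (3.01), EMP1 (2.97), PSCA (2.80) and HCAR3 (2.75). The largest decreases were in the dystrophin gene DMD (-2.04 (standard error 0.15, adjusted p = 3.68e-06)), GREB1 (-1.73), SHH (-1.71), SGK3 (-1.69), CXCL12 (-1.54), GFRA1 (-1.54), CALCR (-1.52), SLC7A11 (-1.42), LRRC49 (-1.40) and LUM (-1.39). Not every probe set was called for VGLL1 (2 of 3), ALDH1A3 (1 of 3), EMP1 (2 of 3), DMD (2 of 3), GREB1 (2 of 3) and SLC7A11 (2 of 3). VGLL1 and PSCA were near background in untreated cells, and LUM after knockdown, so that these changes are lower bounds. Of the 31 classical estrogen-induced genes 11 fell and 0 rose, with a median log2 fold change of -0.50 (camera adjusted p = 1.12e-11). The 18 G2/M genes shifted to lower values as a group (median -0.33, camera adjusted p = 1.25e-07, and adjusted p = 0.0262 with an estimated correlation), although 0 of them passed the thresholds singly. Of 24 DNA replication and G1/S genes only MCM10 (-0.59) was called, and it changed by less than 1.5-fold without untreated replicate 1 (adjusted p = 0.0048) or ER knockdown replicate 2 (adjusted p = 0.00454). As a group they were lower (camera adjusted p = 5e-07, but adjusted p = 0.0636 with an estimated correlation). Of the 64 proliferation markers 5 fell and 2 rose (camera adjusted p = 4.54e-11). In the MAPK-induced list 25 of 110 genes rose and 0 fell (26 higher when adjusted over the list alone, camera adjusted p = 9.09e-11). The immediate early genes had 4 of 19 higher and 1 lower (camera adjusted p = 0.000238), with EGR3, which is itself estrogen-induced, at -0.91. The calls of the other lists named here held with an estimated correlation. Of 22 interferon response genes, listed to look for a response to transfected RNA, 2 rose and 0 fell (camera adjusted p = 0.529). The difference between the 2 treatments was tested in the same fit. It gave 868 probe sets, 460 with a higher and 408 with a lower value after E deprivation than after knockdown. These became 1034 and 1136 with no fold threshold, 111 and 53 at a fold of at least 2, and 516 and 364 with cyclic loess. The balance moved towards lower values without E deprivation replicate 1 and towards higher values without E deprivation replicate 2. Of the 18 G2/M genes 15 were among the lower. EGR3 lost its call without untreated replicate 1, untreated replicate 2 or ER knockdown replicate 1 (adjusted p = 0.0185, 0.0109 and 0.021).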

As shown in Figure 1, differential expression analysis identified 2,640 probes as estrogen responsive, based on 72 hours of MCF7 E deprivation (1.5× fold change, false discovery rate q = 0.01); similarly, 1,056 differentially expressed probes were considered to be ER regulated, based on 72 hours of knockdown of ER-α in MCF7 by siRNA. 

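The probe sets called after E deprivation and those called after ER knockdown shared 851 members, and nearly all of them moved the same way. Of these, 590 were higher after both treatments and 259 were lower after both. ALDH1A3 rose by 3.25 on the log2 scale after E deprivation (standard error 0.13, n = 2 arrays per condition), the zinc-finger transcription factor gene EGR1 by 2.50 and 2.17 after E deprivation and knockdown, and QKI, an RNA-binding protein gene, by 3.18 and 2.40. PGR, which encodes the progesterone receptor, fell by at least 1.43 and 1.27 on the log2 scale, to values near background, and BCL2 fell in both as well. The 2 probe sets that moved in opposite directions were those of CYP1A1, a xenobiotic-metabolizing cytochrome gene, and PCP4, which encodes a calmodulin-binding peptide and was singled out after its values were seen. CYP1A1 had a log2 fold change of 1.69 (standard error 0.15, adjusted p = 4.99e-06) after E deprivation and -0.94 (standard error 0.15, adjusted p = 0.00116) after knockdown, and PCP4 one of -0.66 and 1.34. Independent lists of these sizes would share 45.4 probe sets higher in both and 17.8 lower in both. In 100 simulated draws of unchanged groups against the same 2 untreated arrays 0 probe sets were shared. Each treatment called 0 probe sets in these draws, so that they do not show how far shared controls raise an overlap. Part of the excess may come from the shared controls. Across probe sets the log2 fold changes of the 2 treatments had a Pearson correlation of 0.819, against 0.500 for unchanged groups that share their controls, and a covariance 0.105 above the simulated covariance. Probe sets are not independent replicates. E deprivation alone called 1832 further probe sets and knockdown alone 164. CYP1A1 lost its call after knockdown without untreated replicate 1 (adjusted p = 0.0124), untreated replicate 2 (adjusted p = 0.0109) or ER knockdown replicate 2 (adjusted p = 0.0149). The paper takes the overlap of the 2 treatments as the E/ER signature, the probes that respond both to the ligand and to the receptor.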

Altogether, an overlapping set of 891 probes was identified as estrogen/ER responsive and evaluated further with respect to their oxidant sensitivity (Figure 1).

**Figure 1:**
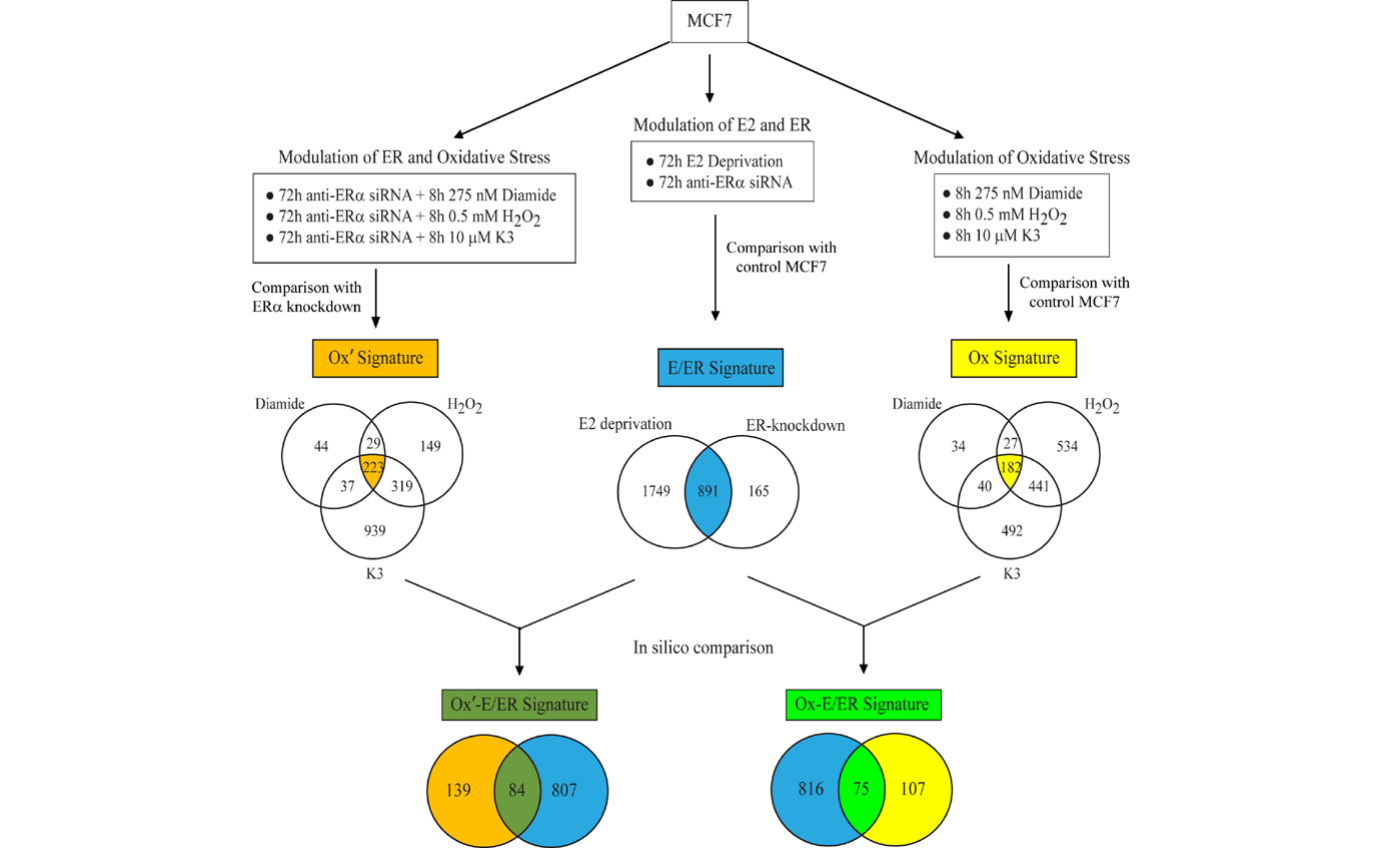
Experimental conditions and derivation of gene signatures based on MCF7 treatments and microarray analyses. Depicted by the left set of conditions, the Ox' gene signature (color-coded in gold) was derived as the overlapping probe set after significance analysis of microarrays (SAM) comparisons of expression microarrays results from MCF7 treated with both estrogen receptor (ER)-α small-interfering RNA (siRNA) and oxidants, relative to MCF7 treated only with ER-α siRNA. Depicted by the middle set of conditions, the estrogen (E)/ER gene signature (color-coded in blue) was derived as the overlapping set of differentially expressed MCF7 probes following estradiol (E_2_) deprivation and ER-α knockdown. Depicted by the right set of conditions, the Ox signature (color-coded yellow) was derived as the overlapping probe set after SAM comparisons of microarray results from oxidant stressed MCF7 relative to control MCF7. The overlap between the Ox' and E/ER signatures defines the Ox'-E/ER signature (color-coded dark green); and the overlap between the Ox and E/ER signatures defines the Ox-E/ER gene signature (color-coded light green).

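The E/ER probe sets called here were set against the sustained estrogen-induced list of Additional file 2, of whose 640 listed genes 525 are measured on these arrays. Among 203 genes that were lower after both E deprivation and ER knockdown, 43 were in this list, or 21.2%, against 4.32% of the 12165 genes measured (odds ratio 6.40, 2-sided Fisher's exact test, p = 1.45e-18, adjusted p = 5.82e-18). Among 429 genes that were higher after both, 9 were in the list, or 2.10% (odds ratio 0.466, 2-sided Fisher's exact test, p = 0.0206, adjusted p = 0.0206). Over all 634 E/ER genes the share was 52, or 8.20% (odds ratio 2.09, 2-sided Fisher's exact test, p = 7.43e-06, adjusted p = 1.49e-05), and over 795 E/ER probe sets with 1 gene symbol it was 9.18% (p = 2.32e-05 and adjusted p = 3.1e-05 in the same test). Genes are not independent replicates, and the adjustment is over these 4 related tests. After E deprivation 142 of the 525 genes fell and 14 rose (camera adjusted p = 1.7e-14), and after knockdown 40 fell and 8 rose (42 lower when adjusted over the list alone, camera adjusted p = 4.52e-10).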

Relative to a recent microarray study of estrogen-treated MCF7 [29], only 31% of these 891 probes presently identified as responsive to either estrogen deprivation or ER-α knockdown are also stimulated by estrogen treatment of MCF7 cells. With regard to MCF7 oxidant sensitivity, Figure 1 shows that 283 probes were identified as differentially expressed after 8 hours of diamide treatment, whereas 1,184 and 1,155 probes exhibited significant changes in expression after 8 hours of treatment with H_2_O_2 _or menadione, respectively. 

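After 8 hours of diamide, an oxidant of thiols, 107 probe sets were higher and 101 lower than in untreated MCF7 cells (n = 2 arrays per condition). CYP1A1 rose most, by a log2 fold change of 2.69 (standard error 0.15, adjusted p = 1.68e-05), followed by TAGLN, which encodes the actin-binding protein transgelin (2.11), the monoglyceride lipase gene MGLL (1.70), ALDH1A3 (1.66), the aldo-keto reductase gene AKR1B10 (1.46), CLDN1 (1.45), ACTG2 (1.40), MALL (1.16), HSPB8 (1.15) and CYP1B1 (1.14, 4 of 4 probe sets). The largest decreases were in the cholesterol transporter gene ABCG1 (-1.33 (standard error 0.13, adjusted p = 0.000256)), TMT1A (-1.31), DAB2 (-1.30), PPP1R3C (-1.28), EHF (-1.24), GPER1 (-1.17), MYRIP (-1.13), IGFBP5 (-1.13), CLEC7A (-1.13) and CCNG2 (-1.09). Of 22 measured targets of NRF2, the transcription factor of the antioxidant response, 4 rose and 0 fell (5 higher when adjusted over the list alone, camera adjusted p = 3.39e-11), with the heme oxygenase gene HMOX1 at 0.87. Of 7 AhR targets 3 rose (4 when adjusted over the list alone, camera adjusted p = 6.05e-07), UGT1A6 among them (0.98). Of 19 luminal markers of Additional file 2, 4 fell (camera adjusted p = 4.23e-09), among them MUC1 (-0.65). The calls of these 3 lists held with an estimated correlation. Of 17 p53 targets and of 18 G2/M genes 0 were called. Not every probe set was called for ALDH1A3 (1 of 3), ABCG1 (1 of 2), TMT1A (2 of 3) and IGFBP5 (3 of 5), and DAB2 and CLEC7A were near background after diamide, so that their changes are lower bounds. With cyclic loess 105 probe sets were higher and 113 lower. The numbers higher and lower were 213 and 149 with no fold threshold, and 16 and 23 at a fold of at least 2. Leaving out an array changed this comparison most. The 208 probe sets called became 94 without untreated replicate 1, 73 without untreated replicate 2, 103 without diamide replicate 1 and 104 without diamide replicate 2, and 70 when only the untreated and diamide arrays were fitted. MYRIP, IGFBP5, CLEC7A and HMOX1 lost their calls in each of these 4 omissions, and MALL, PPP1R3C and MUC1 in 3 of them, with adjusted p-values from 0.0112 to 0.0544.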

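After 8 hours of H2O2 561 probe sets were higher and 577 lower, 1138 in all. GDF15, a stress-induced cytokine of the TGF-β family, rose by a log2 fold change of 4.49 (standard error 0.16, adjusted p = 4.6e-08), the cystine transporter gene SLC7A11 by 3.72 with 3 of 3 probe sets called, the death receptor gene FAS by 3.47 with 4 of 4, HMOX1 by 3.43, and the stress-induced transcription factor gene ATF3 by 3.35. RGS20 (3.20), CYP1A1 (3.04), GADD45A (2.85), OSGIN1 (2.80) and ALDH1A3 (2.57) were next. The largest decreases included PSRC1 at -2.16 (standard error 0.08, adjusted p = 4.98e-08), DLGAP5 at -2.08, CENPE at -1.88 and KIF20A at -1.85. PPP1R3C (-2.0), AKAP5 (-1.79), SGK3 (-1.76), SLC24A3 (-1.62), TMT1A (-1.60) and EHF (-1.60) were also among the 10 with the largest decreases. Of 22 NRF2 targets 13 rose and 0 fell (median 1.01, camera adjusted p = 1.29e-19). Of 17 p53 targets 14 rose and 0 fell (median 1.03, camera adjusted p = 7.82e-19), including the cell cycle inhibitor gene CDKN1A (2.45). Of 18 G2/M genes 17 fell (median -1.16, camera adjusted p = 6.2e-25), and of 64 proliferation markers 34 fell (camera adjusted p = 4.06e-30). ATF4 and unfolded protein response genes had 8 of 21 higher (9 when adjusted over the list alone, camera adjusted p = 1.03e-07), among them ASNS (1.24), and of 7 AhR targets 4 rose (camera adjusted p = 8.16e-06). Metallothioneins had 4 of 7 higher (camera adjusted p = 8.75e-06, but adjusted p = 0.0924 with an estimated correlation). The calls of the other lists named here held with an estimated correlation. Only 1 of 2 probe sets was called for GDF15, 1 of 3 for ALDH1A3 and 2 of 3 for TMT1A. ATF3 and RGS20 were near background in untreated cells, and EHF after H2O2, so that their changes are lower bounds. With no fold threshold 1231 probe sets were higher and 1173 lower. ATF3 had the widest error, with a standard error of 0.32.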

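After 8 hours of menadione 579 probe sets were higher and 499 lower, 1078 in all. CYP1A1 rose by a log2 fold change of 5.01 (standard error 0.15, adjusted p = 9.34e-09), the matricellular growth factor gene CCN2 by 3.77, HMOX1 by 3.64, SLC7A11 by 3.57, MAFF by 3.39, TAGLN by 3.16, CYP1B1 by 3.00, AKR1B10 by 2.97, ATF3 by 2.97 and ALDH1A3 by 2.89. The largest decreases were in PPP1R3C (-2.40 (standard error 0.16, adjusted p = 2.69e-06)), PRR15L (-2.33), GPER1 (-1.93), FILIP1L (-1.89), LMO3 (-1.80), SGK3 (-1.74), RWDD2A (-1.73), the histone gene H2BC8 (-1.72), AKAP5 (-1.71) and MPPED2 (-1.70). Of 22 NRF2 targets 13 rose and 0 fell (camera adjusted p = 9.64e-19), and of 7 AhR targets 5 rose (camera adjusted p = 1.24e-08), TIPARP among them (1.86). Of 18 G2/M genes 7 fell (median -0.46, camera adjusted p = 3.35e-11), and of 64 proliferation markers 14 fell (15 when adjusted over the list alone, camera adjusted p = 4.52e-13). Luminal markers had 9 of 19 lower (camera adjusted p = 1.21e-08), including MYB (-1.10). Of 17 p53 targets 4 rose (camera adjusted p = 0.0215, but adjusted p = 0.107 with an estimated correlation), namely GDF15 (2.52), GADD45A (1.94), FAS (1.00) and CDKN1A (0.94). The ATF4 and unfolded protein response list had 7 of 21 higher and 1 lower (camera adjusted p = 0.000537, but adjusted p = 0.107 with an estimated correlation). The calls of the other lists named here held with an estimated correlation. Between the 2 oxidants 419 probe sets differed, 215 higher and 204 lower after menadione than after H2O2. Only 1 of 3 probe sets of ALDH1A3 and 1 of 2 of MPPED2 were called after menadione. CCN2, MAFF and ATF3 were near background in untreated cells, and LMO3 and MPPED2 after menadione, so that their changes are lower bounds. The 419 became 248 (120 higher and 128 lower) without H2O2 replicate 2 and 163 when only the menadione and H2O2 arrays were fitted. Of the p53 targets 13 were lower after menadione than after H2O2.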

Altogether, 1,750 probes exhibited some oxidant sensitivity, and 182 probes commonly affected by all three oxidants defined the Ox gene signature (Figure 1). Of these, a set of 75 probes (62 unique genes) commonly affected by all oxidants and representing only 8% of all E/ER responsive probes defined the Ox-E/ER gene signature (Figure 1). 

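Of the probe sets that changed after diamide, H2O2 or menadione, 141 changed after all 3 oxidants, 76 higher and 65 lower in each. AKR1B10, CYP1A1, TAGLN and ALDH1A3 were higher and PPP1R3C, EHF and DAB2 lower after every oxidant. HSPB8, a small heat shock protein gene, rose by 1.60 on the log2 scale after H2O2 and by 1.52 after menadione, and MUC1, a luminal marker, fell by 0.71 after H2O2. H2O2 and menadione shared a further 437 probe sets that diamide did not call, diamide and menadione 28, and diamide and H2O2 17. H2O2 alone called 543, menadione alone 472 and diamide alone 22. Together the oxidants called 1660 probe sets. Independent lists of these sizes would share 0.0704 probe sets higher and 0.0589 lower after all 3 oxidants. The 100 simulated draws of unchanged groups against the same untreated arrays gave 0. No draw called more than 1 probe set for an oxidant, so that the draws do not show how far shared controls raise an overlap. Part of the excess may come from the shared controls. Across probe sets the correlation of log2 fold changes was 0.623 between diamide and H2O2, 0.689 between diamide and menadione and 0.729 between H2O2 and menadione, with covariances 0.0297, 0.0335 and 0.0596 above the simulated covariance. The overlap of all 3 fell to 75 without untreated replicate 1, 65 without untreated replicate 2, 75 without diamide replicate 1 and 74 without diamide replicate 2.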

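The E/ER and Ox probe sets called here overlapped in 59 probe sets of 50 genes, 6.93% of the 851 E/ER probe sets. In the largest group 22 were higher after E deprivation and knockdown and higher after all 3 oxidants. TNFRSF21, a death receptor gene, is in this group, with log2 fold changes of 2.53 after H2O2 and 2.83 after menadione on its more responsive probe set, as is the drug transporter gene ABCC3 (0.75, 1.18 and 1.54 after diamide, H2O2 and menadione). A second group of 16 was higher after loss of estrogen or receptor and lower after the oxidants, among them the transcription factor genes ELF5 (-0.90 to -1.42) and EHF, and LDLRAD4 (-1.00, -1.40 and -1.11 after diamide, H2O2 and menadione). Another 16 were lower in all 5 comparisons, with SHH, the sonic hedgehog gene, at -0.84, -1.04 and -1.58 and the calcium pump gene ATP2B4 at -0.99, -1.03 and -0.83 after the 3 oxidants (standard error of a log2 fold change, median over probe sets, 0.09, n = 2 arrays per condition). Only 4 were lower after E deprivation and knockdown but higher after the oxidants, those of SLC7A11, SLC7A5, GAL and HSPB8. The diamide call of SLC7A5 was lost in 10 of 12 omissions of an array, all but those of E deprivation (adjusted p from 0.0117 to 0.0735), and that of GAL in 8, all but those of E deprivation and H2O2 (adjusted p from 0.0106 to 0.0681). The remaining probe set was that of CYP1A1. Independent lists would share 5.40 probe sets in all, with part of the excess possibly due to the shared controls. Simulated unchanged groups shared 0, but they had almost no calls to share and do not measure that part. Of the 59, 57 are in Table 3. The overlap was 33 without untreated replicate 1, 35 without untreated replicate 2, 34 without diamide replicate 1, 34 without diamide replicate 2 and 35 when each comparison was fitted on its own arrays. The paper defines its Ox-E/ER signature as the E/ER probes that all of the oxidants affect.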

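BCL2, which encodes an inhibitor of apoptosis, was lower than in untreated cells after each treatment on the array's brightest probe set for this gene. Its mean RMA value (log2) was 8.34 ± 0.11 (SD, n = 2) in untreated cells, 6.42 ± 0.19 after E deprivation, 7.02 ± 0.12 after ER knockdown, 7.80 ± 0.15 after diamide, 7.20 ± 0.15 after H2O2 and 7.53 ± 0.17 after menadione. The log2 fold change was -1.93 after E deprivation, -1.33 after knockdown, -1.14 after H2O2 and -0.81 after menadione, with a standard error of 0.13 and adjusted p-values from limma of 4.71e-07, 3.25e-05, 9.03e-05 and 0.00101. After diamide it was -0.54 (adjusted p = 0.0342), below the fold threshold and not past the adjusted p. BCL2 has 4 probe sets on the array, and the other 3 were called in 0 of the 5 comparisons. The call after menadione was lost without untreated replicate 2 (adjusted p = 0.0141) or menadione replicate 2 (adjusted p = 0.0139).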

Within this Ox-E/ER gene signature is the well characterized estrogen responsive gene Bcl2. 

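PGR and GREB1, 2 genes that estrogen induces through ER-α, were lower after E deprivation and ER knockdown. The mean RMA value (log2) of PGR was 6.79 ± 0.09 (SD, n = 2) in untreated cells, 5.36 ± 0.17 after E deprivation, 5.53 ± 0.18 after ER knockdown, 6.40 ± 0.03 after diamide, 5.98 ± 0.18 after H2O2 and 5.92 ± 0.14 after menadione. That of GREB1 was 11.08 ± 0.03, 7.31 ± 0.45, 9.35 ± 0.19, 10.72 ± 0.07, 10.44 ± 0.20 and 10.12 ± 0.06 in the same order. The PGR values after E deprivation, knockdown, H2O2 and menadione are near background and do not rank these treatments. PGR fell by at least 0.81 on the log2 scale after H2O2 (standard error 0.12, adjusted p = 0.000698 from limma) and by at least 0.88 after menadione (adjusted p = 0.000432), and its log2 fold change after diamide was -0.39 (adjusted p = 0.0978). GREB1 fell by 0.96 after menadione (standard error 0.17, adjusted p = 0.00217). After H2O2 its log2 fold change was -0.64 (adjusted p = 0.0208) and after diamide -0.36 (adjusted p = 0.289), neither past the test. The standard error is pooled over all conditions and includes the wide SD of GREB1 after E deprivation (0.45). GREB1 was called after H2O2 when only the untreated and H2O2 arrays were fitted. Of the 3 GREB1 probe sets this one alone was called after an oxidant. The PGR call after H2O2 was lost without untreated replicate 1 (adjusted p = 0.0101) or H2O2 replicate 2 (adjusted p = 0.0113), and the GREB1 call after menadione without any 1 of the 4 untreated and menadione arrays (adjusted p from 0.0123 to 0.021).

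**Figure D1:**
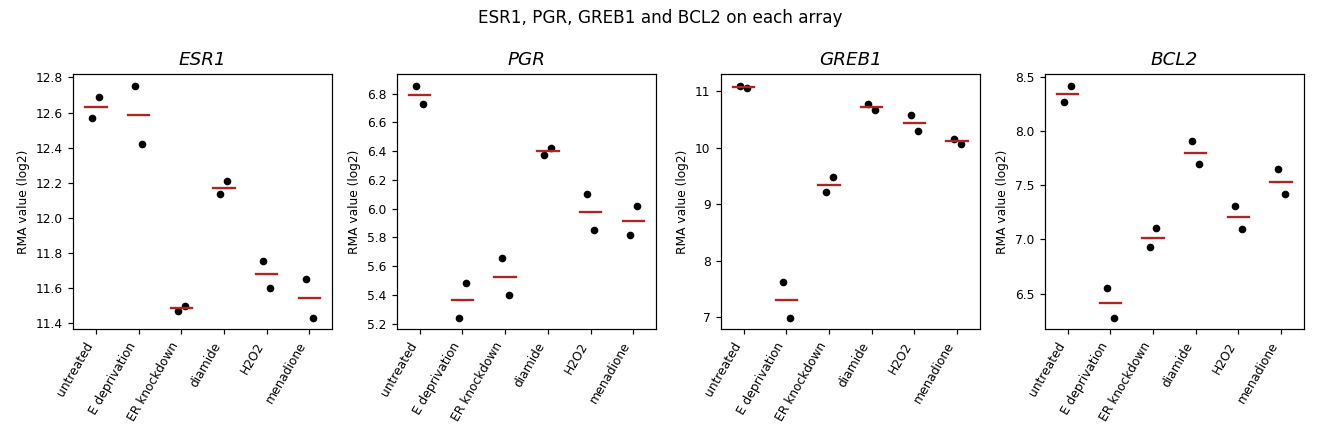
RMA values (log2) of ESR1, PGR, GREB1 and BCL2 on each of the 12 arrays, by condition, on the probe set of each gene with the highest mean. Points are arrays and red lines the means of the 2 arrays of a condition. For GREB1 the points of all 3 oxidants lie below the untreated points and above those of ER knockdown and E deprivation.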

PR and GREB1, two genes commonly associated with estrogen responsiveness in breast cancer, are not included in the signature because their expression levels were significantly reduced by H_2_O_2 _and menadione treatments but not significantly reduced by the thiol-specific oxidant diamide. Following ER-α knockdown in MCF7, expression of 333 probes was subsequently altered by 8 hours of diamide, whereas levels of 720 and 1,518 probes were subsequently altered by H_2_O_2 _or menadione treatments, respectively (Figure 1). Among the total 1,740 oxidant affected probes in MCF7 with downregulated ER-α, 223 were commonly affected and defined the Ox' gene signature (Figure 1). Among this Ox' gene signature are 84 estrogen/ER-responsive probes, which defined the Ox'-E/ER gene signature (Figure 1). There is a 33-probe overlap (25 unique genes) between the Ox-E/ER and Ox'-E/ER gene signatures. Genes responsive to each of the eight different treatment conditions schematically illustrated in Figure 1 are fully listed in Additional file 3.

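The lists of Additional file 3 were set against the probe sets called here for the treatments whose list is held in full. Of the 1056 probe sets that the paper lists for ER knockdown, 934 were called here, all in the listed direction, 122 were listed only and 81 were called only here. Of the 283 that it lists for diamide, 191 were called here, all in the listed direction, 92 were listed only and 17 were called only here. KRT4, GABBR2 and GREB1 are among the probe sets called here after knockdown, and CYP1A1, TAGLN and AKR1B10 after diamide. For E deprivation the copy used here held 1998 of the 2640 entries that the paper gives, for H2O2 1183 of 1184 and for menadione 1154 of 1155, so that these 3 lists were not compared. The paper chose its lists on the same arrays, so that the shared calls are not independent evidence. The listed fold values are ratios above 0, with values under 1 for lower expression.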

### Gene signature enrichment and estrogen receptor-positive breast cancer clinical features

The pooled clinical dataset of 394 ER-positive primary breast cancers were subjected to GSEA to identify clinical parameters (patient age at diagnosis, tumor grade, PR, ERBB2, and nodal status) potentially associated with the five derived gene signatures, as well as previously reported gene signatures representing sustained estrogen induction [29], luminal subtype [40], MAPK activation [28], and tumor proliferation [39]. The results of these analyses are summarized in Tables 1 and 2, and include values for the normalized enrichment score, nominal and adjusted (family-wise error rate [FWER]) *P *values.

**Table 1:** Gene set enrichment analysis of 394 ER-positive breast cancers: part 1

		Comparison								
		
		PR^- ^over PR^+^			ERBB2^- ^over ERBB2^+^			Age		
		
	Gene set	NES	Nominal *P*	FWER *P*	NES	Nominal *P*	FWER *P*	NES	Nominal *P*	FWER *P*
Modulation of E_2 _and ER	Estrogen/ER induced	-1.03	0.42	0.91	1.06	0.36	0.87	**-1.60**	**0.02**	**0.18**
	Estrogen/ER repressed	-1.14	0.27	0.81	-0.99	0.46	0.90	**1.67**	**0.01**	**0.11**
Modulation of oxidative stress	Ox induced	1.15	0.28	0.78	**-1.61**	**0.04**	**0.19**	-1.45	0.07	0.36
	Ox repressed	**-1.53**	**0.02**	**0.24**	1.19	0.20	0.75	1.18	0.21	0.74
	Ox-E/ER Ox-induced	0.90	0.54	0.95	-1.43	0.11	0.40	-1.45	0.09	0.37
	Ox-E/ER Ox repressed	**-1.75**	**0.00**	**0.07**	1.36	0.11	0.53	-1.13	0.29	0.81
Modulation of ER and oxidative stress	Ox' induced	1.17	0.24	0.75	**-1.66**	**0.02**	**0.13**	-1.21	0.19	0.71
	Ox' repressed	**-1.54**	**0.04**	**0.23**	1.21	0.21	0.73	**1.71**	**0.01**	**0.09**
	Ox'-E/ER Ox induced	-1.30	0.15	0.61	-1.04	0.40	0.86	-1.19	0.24	0.75
	Ox'-E/ER Ox repressed	-1.39	0.11	0.44	0.94	0.54	0.93	1.49	0.07	0.32
Literature^a^	MAPK induced	1.16	0.28	0.77	-0.98	0.48	0.91	-0.74	0.78	0.98
	MAPK repressed	-1.17	0.25	0.77	1.09	0.33	0.83	0.99	0.46	0.92
	Luminal markers	**-1.69**	**0.03**	**0.10**	**1.68**	**0.02**	**0.11**	**1.85**	**0.00**	**0.01**
	Sustained estrogen-induced	1.00	0.45	0.90	-1.26	0.18	0.64	-1.07	0.36	0.85
	Proliferation markers	**1.92**	**0.00**	**0.01**	**-1.95**	**0.00**	**0.01**	**-1.70**	**0.04**	**0.09**

Gene sets showing nominal enrichment (*P *< 0.05) are denoted in bold. ^a^Mitogen-activated protein kinase (MAPK) [42], luminal [54], sustained estrogen-induced [43], and proliferation signatures [53] as shown in Additional file 2. E_2_, estradiol; ER, estrogen receptor; FWER, family-wise error rate; NES, normalized enrichment score; Ox-E/ER, oxidant-sensitive estrogen/ER gene signature; PR, progesterone receptor.

**Table 2:** Gene set enrichment analysis of 394 ER-positive breast cancers: part 2

		Comparison											
		
		LN^- ^over LN^+^			Grade 3 over grade 1			Grade 3 over grade 2			Grade 2 over grade 1		
		
	Gene set	NES	Nominal *P*	FWER *P*	NES	Nominal *P*	FWER *P*	NES	Nominal *P*	FWER *P*	NES	Nominal *P*	FWER *P*
Modulation of E_2 _and ER	Estrogen/ER induced	-1.38	0.07	0.47	1.40	0.07	0.45	1.14	0.27	0.78	1.27	0.15	0.63
	Estrogen/ER repressed	1.35	0.11	0.52	**-1.51**	**0.05**	**0.28**	-1.27	0.16	0.62	-1.21	0.18	0.69
Modulation of oxidative stress	Ox induced	1.14	0.30	0.79	1.44	0.08	0.38	1.55	0.06	0.23	0.78	0.75	0.98
	Ox repressed	1.03	0.42	0.87	-1.32	0.11	0.57	**-1.51**	**0.03**	**0.29**	-0.88	0.65	0.95
	Ox-E/ER Ox induced	1.10	0.36	0.82	1.11	0.34	0.80	1.11	0.35	0.82	-0.98	0.46	0.90
	Ox-E/ER Ox repressed	1.24	0.20	0.69	-1.00	0.44	0.90	-1.34	0.12	0.54	-0.42	1.00	1.00
Modulation of ER and oxidative stress	Ox' induced	1.00	0.44	0.89	**1.50**	**0.05**	**0.30**	1.53	0.06	0.25	0.82	0.70	0.97
	Ox' repressed	0.99	0.47	0.90	**-1.74**	**0.01**	**0.06**	**-1.70**	**0.01**	**0.09**	-1.19	0.21	0.73
	Ox'-E/ER Ox induced	1.03	0.42	0.87	0.91	0.52	0.93	0.75	0.77	0.98	-1.43	0.12	0.40
	Ox'-E/ER Ox repressed	1.24	0.20	0.68	**-1.65**	**0.02**	**0.12**	-1.35	0.13	0.53	-1.48	0.06	0.32
Literature^a^	MAPK induced	0.99	0.45	0.90	0.81	0.70	0.98	0.95	0.52	0.92	-0.55	0.96	1.00
	MAPK repressed	-1.09	0.31	0.81	1.06	0.38	0.84	-1.02	0.44	0.88	1.17	0.27	0.75
	Luminal markers	1.19	0.32	0.73	**-1.71**	**0.02**	**0.08**	**-1.77**	**0.01**	**0.05**	-0.81	0.65	0.97
	Sustained estrogen-induced	-1.20	0.23	0.69	**1.79**	**0.00**	**0.03**	1.33	0.11	0.54	**1.63**	**0.02**	**0.14**
	Proliferation markers	**-1.76**	**0.02**	**0.06**	**2.02**	**0.00**	**0.00**	**1.97**	**0.00**	**0.00**	**1.90**	**0.00**	**0.01**

Gene sets showing nominal enrichment (p < 0.05) are denoted in bold.

Gene sets showing nominal enrichment (*P *< 0.05) are denoted in bold. ^a^Mitogen-activated protein kinase (MAPK) [42], luminal [54], sustained estrogen-induced [43], and proliferation signatures [53] as shown in Additional file 2. E_2_, estradiol; ER, estrogen receptor; FWER, family-wise error rate; LN, lymph node; NES, normalized enrichment score; Ox-E/ER, oxidant-sensitive estrogen/ER gene signature; PR, progesterone receptor.

The luminal signature, as well as the Ox, Ox', and Ox-E/ER genes repressed by oxidant stress, showed nominal enrichment in ER-positive/PR-positive tumors (or suppression in ER-positive/PR-negative tumors), whereas the proliferation signature showed nominal enrichment in ER-positive/PR-negative tumors (*P *< 0.05). However, after adjustment for multiple gene set testing, only enrichment of the proliferation signature in ER-positive/PR-negative primary breast cancers retained significance (FWER, *P *= 0.01). A strong trend was observed for enrichment of oxidant-repressed Ox-E/ER genes (such as Bcl2) in ER-positive/PR-positive tumors, reflecting their suppression in ER-positive/PR-negative tumors (FWER, *P *= 0.07). Also, the proliferation signature, along with the Ox and Ox' genes induced by oxidative stress, exhibited nominal enrichment in ERBB2 over-expressing tumors, whereas the luminal signature was nominally enriched in ERBB2-negative tumors (*P *< 0.05). However, after multiple gene set testing, only enrichment of the proliferation signature retained significance in the ERBB2 over-expressing tumors (FWER, *P *= 0.01).

With regard to breast cancer age at diagnosis, GSEA indicated that estrogen/ER-repressed genes were positively correlated whereas estrogen/ER-stimulated genes were negatively correlated with older age at diagnosis (nominal *P *< 0.05), a finding consistent with the previously reported loss of estrogen-induced gene expression in ER-positive breast cancers arising later in life [29]. Also consistent with previous age-linked breast cancer features [33] was the observed negative correlation between the proliferation signature and increasing age at diagnosis (Table 1) and the enriched expression of luminal signature in ER-positive breast cancers arising later in life (nominal *P *< 0.05). The repressed Ox' genes (suggesting decreased oxidative stress) also appeared to be enriched among tumors arising later in life (nominal *P *< 0.05); and consistent with this observation was the trend for Ox and Ox-E/ER genes induced by oxidative stress to exhibit lower expression with increasing age at diagnosis (nominal *P *= 0.07 and 0.09, respectively). After correcting for multiple gene-set testing, however, only the association between the luminal signature and older age at diagnosis retained significance (FWER, *P *= 0.01).

Among the 15 gene sets analyzed in Table 2, only the proliferation signature showed significant enrichment with respect to regional lymph node involvement, with node-positive tumors showing significantly higher expression of the proliferation markers (nominal *P *= 0.008; FWER, *P *= 0.02). There was also significant enrichment of the proliferation signature with ER-positive tumors of increasing grade in all pair-wise comparisons. In contrast, luminal markers were nominally enriched in grade 1 and 2 tumors over grade 3 tumors, whereas the previously reported estrogen-induced gene signature was enriched in grade 2 and 3 tumors over their grade 1 counterparts. There was also increased enrichment of Ox and Ox' repressed gene expression in grade 2 over grade 3 tumors (nominal *P *= 0.03 and 0.01, respectively), and Ox' repressed gene expression was nominally higher in grade 1 over grade 3 tumors, with reciprocal enrichment of Ox' induced genes in grade 3 over grade 1 tumors. No significant associations with respect to tumor grade were observed in other pair-wise comparisons; in particular, the Ox-E/ER signature did not show any significant grade-associated enrichment.

### Oxidative stress associations with tumor proliferation

Indices determined from each of the Ox, Ox', Ox-E/ER, and Ox'-E/ER signatures were correlated with ER-positive tumor proliferation status. As shown in Figure 2a, when proliferation markers [39] were used to perform unsupervised hierarchical clustering of the 394 pooled ER-positive breast cancer cases, two comparably sized subsets were identified (H, L). The subset with higher (H) expression of proliferation genes was associated with significantly higher Ox, Ox', and Ox-E/ER indices (*t*-test, *P *< 0.05) relative to the subset with lower (L) expression of proliferation genes (Figure 2b); the trend for H tumors to have a higher Ox'-E/ER index did not quite reach statistical significance (*P *= 0.07). These positive correlations were in keeping with the GSEA findings in which tumor phenotypes associated with oxidant-responsive gene sets were also similarly associated with proliferation gene expression.

**Figure 2:**
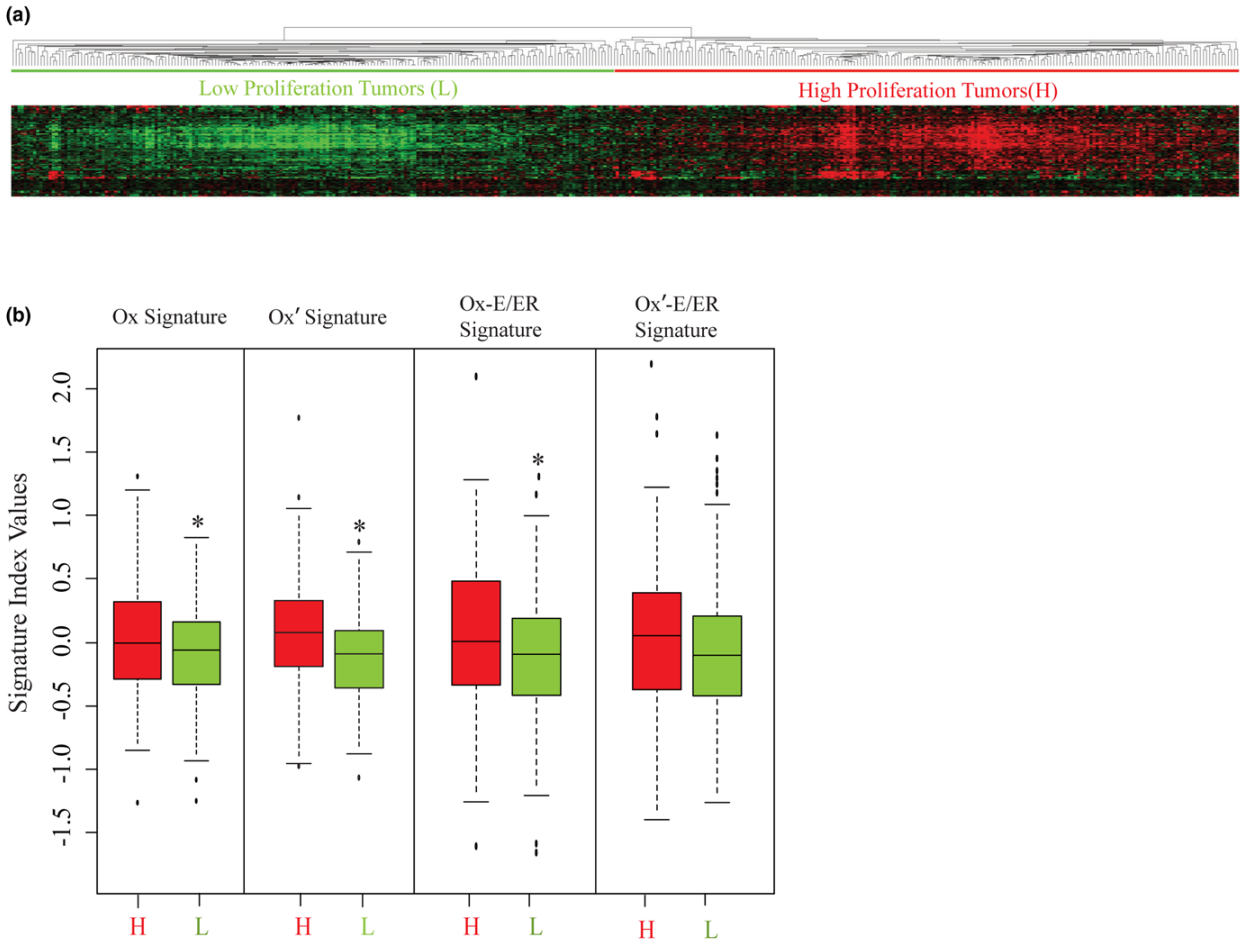
Relationship between oxidative stress and ER-positive tumor proliferation. **(a) **Unsupervised clustering of 394 estrogen receptor (ER)-positive breast cancers based only on expression of the 71-gene proliferation signature, revealing two major clusters of tumors showing high (H) and low (L) expression of the proliferation genes. **(b) **Box plots showing the expression indices determined for each of the Ox, Ox', Ox-E/ER, and Ox'-E/ER signatures in tumors identified from (panel a) as having either high (H) or low (L) expression of the proliferation genes. *Statistically significant difference in mean expression index (*t*-test *P *< 0.05). Ox-E/ER, oxidant-sensitive estrogen/ER gene signature.

### Pathway analysis of the Ox-E/ER gene signature

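The 75 probe sets of Table 3, which represent 62 gene symbols, were measured on the same arrays from which the paper chose them, so that their direction here is not independent evidence. Each one had the sign that the table gives in every comparison. MALL, a raft-associated membrane protein gene, was higher by 2.96 on the log2 scale after E deprivation, 2.58 after knockdown, 1.63 after H2O2 and 2.09 after menadione. PPP1R3C, a regulatory phosphatase subunit gene, was higher by 1.79 and 1.45 after E deprivation and knockdown but lower after the oxidants. Of the 75, all 75 were called after E deprivation, 72 after ER knockdown, 59 after diamide, 72 after H2O2 and 72 after menadione, and 57 in all 5 comparisons. Of the probe sets that were not called after diamide, SGK3 had a log2 fold change of -0.75 (adjusted p = 0.0546 from limma), CCN2 0.82 (adjusted p = 0.0244) and EMP1 0.48 (adjusted p = 0.115). ST6GALNAC5, near background in untreated cells and after each oxidant, was not called after any of them, with -0.50, -0.57 and -0.55. Across the 75 probe sets the correlation with the paper's log2 fold was 0.999 for E deprivation, 0.998 for knockdown and 0.997 for diamide, and the largest difference in any comparison was 0.39. The 57 called in all 5 comparisons became 30 without untreated replicate 1, 32 without untreated replicate 2, 32 without diamide replicate 1 and 32 without diamide replicate 2.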

The Ox-E/ER gene signature (Table 3) was selected for further functional annotation and prognostic validation based on its robust correlation with clinical PR status and tumor proliferation. Pathway analysis was performed using Ingenuity Pathway Systems, which identified three top networks represented within the 62-gene Ox-E/ER signature. 

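Of the Ox-E/ER genes that Figure 3a draws around nuclear factor-κB and c-Jun amino-terminal kinase, some rose and others fell after the oxidants. The TWEAK receptor gene TNFRSF12A rose by 0.78, 1.06 and 1.20 on the log2 scale after diamide, H2O2 and menadione (n = 2 arrays per condition), and BATF, an AP-1 family transcription factor gene, by 0.96 after H2O2 and 1.04 after menadione. The actin-binding protein gene MTSS1 fell by 1.43 after H2O2 and by 1.66 after menadione, and the chemokine receptor gene CXCR4 by 1.68 after menadione. Transcripts that these pathways induce were tested as lists. Of 19 immediate early genes, which include FOS, JUN and other targets of kinase signaling, 11 rose after H2O2 (12 when adjusted over the list alone, median 0.68, camera adjusted p = 1.31e-09) and 13 after menadione (median 0.82, camera adjusted p = 4.77e-12), with the transcription factor genes KLF6 and MYC at 1.75 and 1.65 after menadione. After diamide 1 rose (2 when adjusted over the list alone, camera adjusted p = 0.00243, but adjusted p = 0.0575 with an estimated correlation). The calls after H2O2 and menadione held with an estimated correlation. Of 18 targets of TNF and nuclear factor-κB 0 passed limma's test after any of the oxidants (camera adjusted p = 0.237 for diamide, 0.359 for H2O2 and 0.105 for menadione).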

The highest scoring network related to cancer, cell growth, and death, linking 19 Ox-E/ER genes to well defined oxidative stress response pathways such as nuclear factor-κB and c-Jun amino-terminal kinase activation (Figure 3a). 

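Genes that respond to platelet-derived growth factor and transforming growth factor-β went in both directions after the oxidants. EGR1 rose by 0.80, 1.63 and 1.33 on the log2 scale after diamide, H2O2 and menadione on the 1 of its 2 probe sets that was called after them, and FHL2, which encodes a LIM-domain cofactor, by 1.08, 1.90 and 2.34 (standard error 0.10, n = 2 arrays per condition). PHLDA1 rose by 1.67 after H2O2, where 3 of its 5 probe sets were called, and by 2.71 after menadione, where all 5 were, and had a log2 fold change of 0.65 after diamide (adjusted p = 0.0198 from limma). DAB2, an endocytic adaptor gene, was lower after H2O2 and menadione on all 4 of its probe sets, with log2 fold changes of -1.28 and -1.61 on the one with the largest change, lower bounds because it was near background after both. The genes of the growth factors themselves were not called in any of the 5 comparisons, on any of 4 probe sets for PDGFB and 2 for TGFB1. Of 17 TGF-β targets 6 rose after H2O2 (camera adjusted p = 4.14e-06), and 5 rose and 1 fell after menadione (camera adjusted p = 4.63e-05), calls that held with an estimated correlation. Among them CCN2 rose by at least 1.80 after H2O2, and TGFBI, an extracellular matrix protein gene, by 0.63, 1.02 and 1.50 after diamide, H2O2 and menadione. The list shares CCN2, TGFBI and TAGLN with Table 3, whose genes the paper chose on these arrays because every oxidant changed them. Its tests are therefore not independent of that choice, and TGFBI and TAGLN are the 2 called after diamide. After diamide 2 of the 17 rose (3 when adjusted over the list alone, camera adjusted p = 0.0385, but adjusted p = 0.135 with an estimated correlation), and the list lost its call without untreated replicate 2 (adjusted p = 0.135) or diamide replicate 1 (adjusted p = 0.0946). EGR1 after diamide lost its call without any 1 of the 4 untreated and diamide arrays (adjusted p from 0.0134 to 0.0283), as did TGFBI (adjusted p from 0.0108 to 0.0285).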

Coordinate expression of nine Ox-E/ER genes known to vary in response to platelet-derived growth factor-BB and transforming growth factor-β implicated activated signal transduction downstream from these two breast cancer growth factors. 

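Several of the genes that Figure 3b links to TNF-α or estrogen moved the same way after E deprivation, ER knockdown and the oxidants, and others did not. AKR1B10 rose by 1.21 on the log2 scale after E deprivation, 1.24 after knockdown and 2.23 after H2O2 (n = 2 arrays per condition). GPRC5A, an orphan receptor gene, rose by 1.30 and 0.95 after E deprivation and knockdown and by 1.29 and 0.71 after H2O2 and menadione, and the drug transporter gene ABCC4 by 1.84 after knockdown and 0.82 after menadione. QKI was higher after the first 2 treatments but fell by 1.20 after menadione. The semaphorin gene SEMA3D fell by at least 1.37 and 1.16 after E deprivation and knockdown and by 1.11 after menadione. For GPRC5A and SEMA3D the log2 fold changes after diamide were 0.65 and -0.88. Both calls were lost when single arrays were left out, that of GPRC5A without any 1 of the 4 untreated and diamide arrays. That of SEMA3D was lost without untreated replicate 2, either diamide array or either H2O2 array. Leaving out an array also lowers the power of the test, so that these losses do not point to 1 array.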

A second network related to cancer and cellular development linked 17 members of this signature to tumor necrosis factor (TNF)-α and estrogen (Figure 3b). The coordinate pattern of expression of eight known TNF-α responsive Ox-E/ER genes reflects downstream effects from this breast cancer cytokine; however, the four estrogen-linked genes did not show coordinate expression consistent with decreased estrogen signaling. 

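TNF itself was near background in untreated cells and after the oxidants, so that a change was not measurable, with log2 fold changes of 0.03, 0.01 and 0.05 after diamide, H2O2 and menadione, none of which was called. The genes that estrogen induces were lower as a group after H2O2. Of 31 classical estrogen-induced genes 10 fell after H2O2 and 0 rose (11 lower and 1 higher when adjusted over the list alone, median log2 fold change -0.30, camera adjusted p = 4.93e-08, a call that held with an estimated correlation), with the stanniocalcin gene STC1 at -1.35, MYBL1 at -1.23 and CXCL12 at -1.16. After menadione 9 fell (median -0.28, camera adjusted p = 9.58e-05, but adjusted p = 0.104 with an estimated correlation), CXCL12 (-0.86) among them. After diamide 0 of the 31 were called (median -0.12, camera adjusted p = 0.0388, but adjusted p = 0.324 with an estimated correlation), and the list lost its call without untreated replicate 2, diamide replicate 1 or diamide replicate 2 (adjusted p = 0.0657, 0.0642 and 0.0631), with cyclic loess (adjusted p = 0.0503) and with the median over all probe sets of a gene (adjusted p = 0.697). The longer list of 525 sustained estrogen-induced genes went in both directions, with 16 higher and 1 lower after diamide (18 and 3 when adjusted over the list alone), 36 higher and 37 lower after H2O2 (37 and 39) and 53 higher and 27 lower after menadione (55 and 29). Its camera adjusted p was 9.58e-05 towards higher values after diamide, which held with an estimated correlation, 0.171 after H2O2 and 0.0116 towards higher values after menadione (adjusted p = 0.107 with an estimated correlation). Of the 18 TNF and nuclear factor-κB targets TNFAIP2 rose after E deprivation and knockdown (at least 1.07 and 0.92) and NFKBIA after knockdown (0.70), and camera called the list in neither comparison (adjusted p = 0.123 and 0.233).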

A third network linked 12 members of the Ox-E/ER gene signature with cell motility (Figure 3c). Connection nodes of interest included β-catenin (CTNNB1) and matrix metalloproteinase (MMP)2, both of which have previously been correlated to metastasis in various cancers. In particular, increased MMP2 activity has been implicated through direct upregulation by the Ox-E/ER gene CLDN1 [44]. 

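CLDN1, which encodes a tight junction claudin, was higher in all 5 comparisons. It rose by 1.34 on the log2 scale after E deprivation, 1.40 after ER knockdown, 2.47 after H2O2 and 2.44 after menadione (standard error 0.13, n = 2 arrays per condition). MMP2 was near background in all 6 conditions and not called in any comparison. Its log2 fold changes were 0.35 (adjusted p = 0.0927 from limma), 0.11 (adjusted p = 0.593) and 0.32 (adjusted p = 0.0568) after diamide, H2O2 and menadione. CLDN1 differed between oxidants, with larger increases after H2O2 (log2 difference 1.02, adjusted p = 0.000423) and after menadione (0.99, adjusted p = 0.000768) than after diamide. The second of these calls was lost without diamide replicate 2 (adjusted p = 0.012) or menadione replicate 2 (adjusted p = 0.0109).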

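CDH18, a cadherin gene, fell after each oxidant, by 0.97 on the log2 scale after diamide, at least 1.29 after H2O2 and at least 1.29 after menadione (standard error 0.09, n = 2 arrays per condition). MACF1, which encodes a cytoskeletal linker protein, has 6 probe sets. The one in Table 3 had a log2 fold change of -0.79 after H2O2 (adjusted p = 0.00849 from limma), -0.76 after menadione (adjusted p = 0.011) and -0.60 after diamide (adjusted p = 0.0811), the last 2 not called. Over its 6 probe sets 0 were called after diamide, 3 after H2O2 and 1 after menadione. CTNNB1, the β-catenin gene, was not called in any comparison, with log2 fold changes of -0.18, -0.21 and -0.44 after the oxidants. The call of the Table 3 probe set of MACF1 after H2O2 was lost in 9 of 12 omissions of an array. These were either untreated, ER knockdown, diamide or menadione array and H2O2 replicate 2 (adjusted p from 0.0117 to 0.0946).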

Possible mechanisms connecting alterations in normal β-catenin function through oxidant downregulation of MACF1[45] and CDH18 [46] are also suggested.

**Figure 3:**
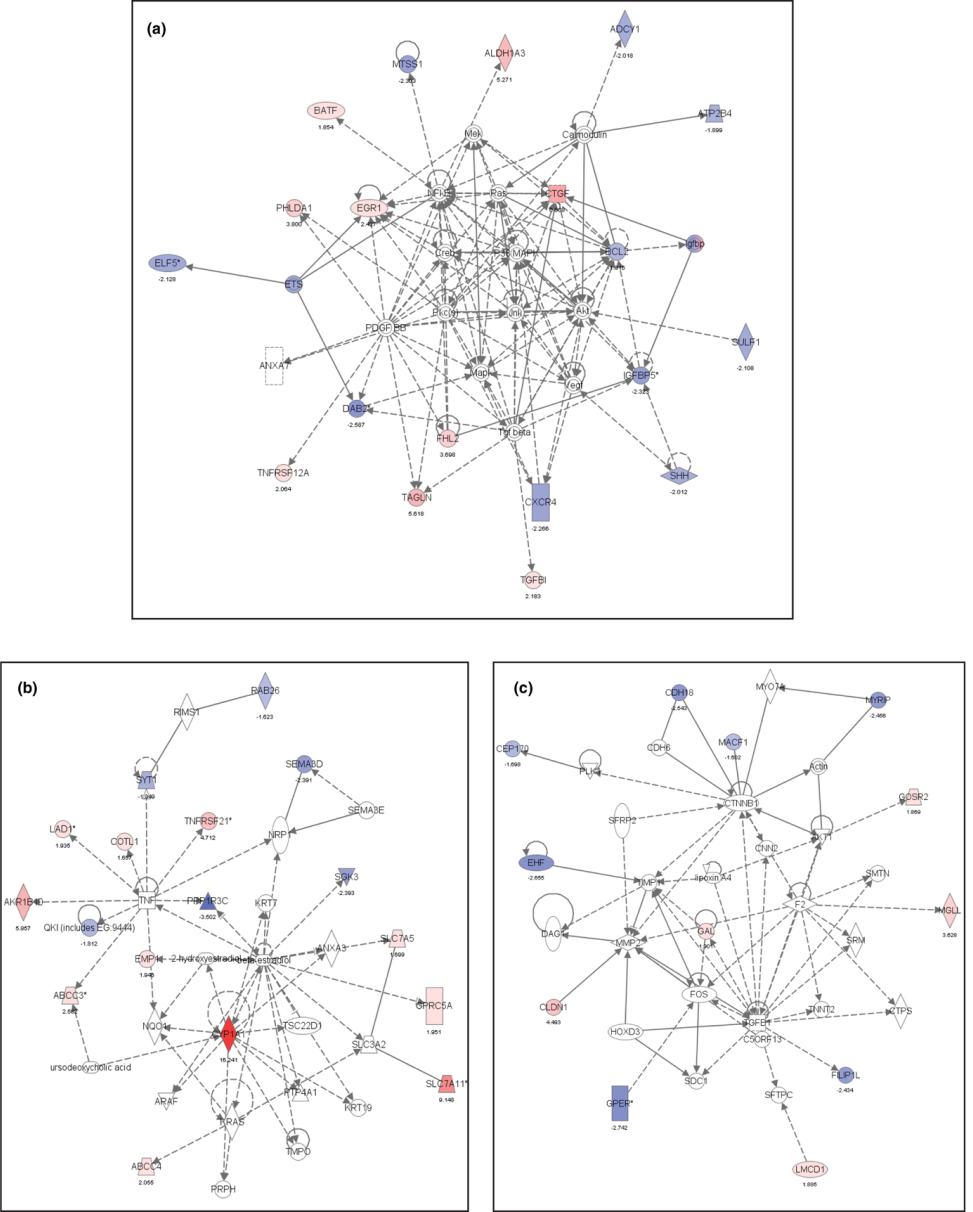
Pathway analysis of the Ox-E/ER gene signature. **(a) **Top scoring gene network represented in the Ox-E/ER gene signature. Ox-E/ER genes upregulated by oxidative stress are colored in red, and oxidative stress downregulated genes are colored in blue. Intensity of color reflects the magnitude of the average fold changes across the three oxidants as listed below the gene. Uncolored nodes are added by the Ingenuity Pathway Systems software, and are not present in the Ox-E/ER signature. Solid lines signify direct gene-gene interactions, whereas broken lines represent indirect relationships that may require secondary effectors not depicted in the network. All connections are supported by at least one published report or from canonical information stored in the Ingenuity Pathway Knowledge Base. **(b) **Number 2 scoring network represented in the Ox-E/ER gene signature. **(c) **Third top scoring network represented in the Ox-E/ER gene signature. ER, estrogen receptor; Ox-E/ER, oxidant-sensitive estrogen/ER gene signature.

**Table 3:** Ox-E/ER gene signature

Affymetrix probe set ID	UniGene symbol	E/ER sensitivity	Oxidant sensitivity	Fold change				
				
				E deprivation	ER-α knockdown	8 hours diamide	8 hours H_2_O_2_	8 hours menadione
213245_at	ADCY1	E/ER Induced	Repressed	0.38	0.46	0.56	0.36	0.57
212136_at	ATP2B4	E/ER Induced	Repressed	0.54	0.52	0.53	0.50	0.55
203685_at	BCL2	E/ER Induced	Repressed	0.25	0.39	0.66	0.43	0.56
213605_s_at	C6orf216	E/ER Induced	Repressed	0.47	0.48	0.53	0.63	0.60
219174_at	CCDC2	E/ER Induced	Repressed	0.49	0.66	0.64	0.61	0.47
206280_at	CDH18	E/ER Induced	Repressed	0.37	0.49	0.45	0.37	0.36
204135_at	DOC1	E/ER Induced	Repressed	0.48	0.50	0.46	0.51	0.26
214240_at	GAL	E/ER Induced	Induced	0.27	0.42	1.84	1.82	2.04
210640_s_at	GPR30	E/ER Induced	Repressed	0.19	0.60	0.46	0.36	0.27
211829_s_at	GPR30	E/ER Induced	Repressed	0.29	0.44	0.43	0.35	0.33
204237_at	GULP1	E/ER Induced	Repressed	0.44	0.56	0.65	0.62	0.49
204235_s_at	GULP1	E/ER Induced	Repressed	0.46	0.64	0.64	0.60	0.48
215913_s_at	GULP1	E/ER Induced	Repressed	0.50	0.64	0.61	0.59	0.53
207719_x_at	KIAA0470	E/ER Induced	Repressed	0.59	0.63	0.57	0.61	0.58
207358_x_at	MACF1	E/ER Induced	Repressed	0.52	0.51	0.66	0.61	0.61
203037_s_at	MTSS1	E/ER Induced	Repressed	0.50	0.63	0.59	0.39	0.32
214156_at	MYRIP	E/ER Induced	Repressed	0.40	0.51	0.48	0.38	0.36
212462_at	MYST4	E/ER Induced	Repressed	0.52	0.53	0.63	0.66	0.36
215643_at	SEMA3D	E/ER Induced	Repressed	0.36	0.39	0.51	0.35	0.39
220038_at	SGK3	E/ER Induced	Repressed	0.15	0.34	0.61	0.32	0.32
207586_at	SHH	E/ER Induced	Repressed	0.16	0.32	0.59	0.53	0.37
216504_s_at	SLC39A8	E/ER Induced	Repressed	0.37	0.55	0.66	0.49	0.61
209921_at	SLC7A11	E/ER Induced	Induced	0.37	0.38	1.68	11.09	8.82
217678_at	SLC7A11	E/ER Induced	Induced	0.37	0.52	2.18	13.46	11.81
201195_s_at	SLC7A5	E/ER Induced	Induced	0.35	0.51	1.60	1.72	1.78
212353_at	SULF1	E/ER Induced	Repressed	0.36	0.45	0.52	0.44	0.46
203998_s_at	SYT1	E/ER Induced	Repressed	0.57	0.54	0.52	0.53	0.49
208161_s_at	ABCC3	E/ER Repressed	Induced	7.30	4.63	1.78	2.29	3.11
209641_s_at	ABCC3	E/ER Repressed	Induced	7.91	3.94	1.79	2.50	3.46
203196_at	ABCC4	E/ER Repressed	Induced	3.08	4.16	1.93	1.93	2.31
206561_s_at	AKR1B10	E/ER Repressed	Induced	2.93	3.00	3.26	5.25	9.07
203180_at	ALDH1A3	E/ER Repressed	Induced	9.43	8.26	3.07	5.80	6.94
205965_at	BATF	E/ER Repressed	Induced	2.35	2.02	1.51	1.98	2.07
207996_s_at	C18orf1	E/ER Repressed	Repressed	5.71	2.07	0.49	0.36	0.47
213618_at	CENTD1	E/ER Repressed	Induced	3.27	2.17	1.65	2.18	3.28
218182_s_at	CLDN1	E/ER Repressed	Induced	2.48	2.64	2.77	5.43	5.28
221059_s_at	COTL1	E/ER Repressed	Induced	2.45	1.81	1.56	1.59	1.82
209101_at	CTGF	E/ER Repressed	Induced	8.30	4.15	1.78	3.68	15.15
217028_at	CXCR4	E/ER Repressed	Repressed	3.22	2.82	0.47	0.56	0.30
205749_at	CYP1A1	E/ER Repressed	Induced	3.28	0.55	6.75	8.96	33.02
210757_x_at	DAB2	E/ER Repressed	Repressed	3.25	1.51	0.51	0.60	0.43
201279_s_at	DAB2	E/ER Repressed	Repressed	3.45	1.67	0.47	0.56	0.39
201278_at	DAB2	E/ER Repressed	Repressed	4.26	1.99	0.47	0.53	0.45
201280_s_at	DAB2	E/ER Repressed	Repressed	4.89	2.30	0.42	0.42	0.32
201694_s_at	EGR1	E/ER Repressed	Induced	5.77	4.42	1.73	3.03	2.52
219850_s_at	EHF	E/ER Repressed	Repressed	4.14	3.96	0.43	0.35	0.35
220625_s_at	ELF5	E/ER Repressed	Repressed	2.27	2.12	0.49	0.53	0.39
220624_s_at	ELF5	E/ER Repressed	Repressed	2.38	2.35	0.54	0.53	0.38
201324_at	EMP1	E/ER Repressed	Induced	15.49	8.23	1.55	1.80	2.49
202949_s_at	FHL2	E/ER Repressed	Induced	1.63	1.56	2.15	3.87	5.07
213144_at	GOSR2	E/ER Repressed	Induced	1.81	1.86	1.93	1.95	1.72
212444_at	GPCR5A	E/ER Repressed	Induced	3.73	2.33	1.51	2.51	1.65
203108_at	GPRC5A	E/ER Repressed	Induced	2.46	2.07	1.57	2.58	1.70
203424_s_at	IGFBP5	E/ER Repressed	Repressed	2.81	1.99	0.52	0.48	0.47
211959_at	IGFBP5	E/ER Repressed	Repressed	3.11	2.23	0.48	0.40	0.41
203287_at	LAD1	E/ER Repressed	Induced	1.70	1.86	1.79	1.81	2.20
216641_s_at	LAD1	E/ER Repressed	Induced	1.72	1.94	1.65	1.56	2.21
218574_s_at	LMCD1	E/ER Repressed	Induced	3.47	1.60	1.58	1.64	2.44
209679_s_at	LOC57228	E/ER Repressed	Induced	3.49	2.47	1.82	1.73	2.17
209373_at	MALL	E/ER Repressed	Induced	7.87	5.99	2.21	3.06	4.35
211026_s_at	MGLL	E/ER Repressed	Induced	2.52	2.78	3.26	2.66	4.96
217996_at	PHLDA1	E/ER Repressed	Induced	2.80	3.15	1.67	3.40	6.33
204284_at	PPP1R3C	E/ER Repressed	Repressed	3.24	2.66	0.41	0.27	0.18
212636_at	QKI	E/ER Repressed	Repressed	8.56	5.16	0.60	0.62	0.44
219562_at	RAB26	E/ER Repressed	Repressed	1.99	3.66	0.62	0.59	0.64
215321_at	RPIB9	E/ER Repressed	Repressed	1.72	1.88	0.66	0.46	0.56
213413_at	SBLF	E/ER Repressed	Repressed	6.25	3.13	0.52	0.51	0.53
220979_s_at	ST6GALNAC5	E/ER Repressed	Repressed	2.87	1.55	0.64	0.61	0.66
205547_s_at	TAGLN	E/ER Repressed	Induced	2.67	4.49	4.18	3.94	8.73
201506_at	TGFBI	E/ER Repressed	Induced	4.45	2.24	1.63	2.11	2.81
218368_s_at	TNFRSF12A	E/ER Repressed	Induced	1.91	1.61	1.74	2.14	2.31
218856_at	TNFRSF21	E/ER Repressed	Induced	4.72	2.65	1.69	4.21	5.40
214581_x_at	TNFRSF21	E/ER Repressed	Induced	5.81	3.41	2.08	5.43	6.63
216920_s_at	TRGC2///TRGV9///LOC442532///LOC442670///TARP	E/ER Repressed	Repressed	2.08	1.61	0.63	0.53	0.49
215806_x_at	TRGC2///TRGV9///LOC442532///LOC442670///TARP	E/ER Repressed	Repressed	2.44	1.62	0.65	0.59	0.52

E, estrogen; ER, estrogen receptor

### Numeric Ox-E/ER index, tumor progesterone status, and clinical outcome

A numeric index calculated from the Ox-E/ER gene expression signature was found to correlate significantly with clinical PR status in the 394 ER-positive primary breast cancers (*t*-test, *P *= 0.0008). The Ox-E/ER signature index was 1.2-fold higher in ER-positive/PR-negative tumors relative to ER-positive/PR-positive tumors and, as shown in Figure 4a, exhibited a significant inverse correlation with PR gene transcript levels (*r*_p _= -0.19; *P *= 0.0001). For comparison, the positive correlation observed between clinical PR status and array determined PR transcript levels from this same dataset was of comparable, albeit slightly greater, magnitude (*r*_p _= +0.24; *P *= 9.033 × e^-07^). In keeping with the GSEA findings, no significant associations were observed between the numeric Ox-E/ER index and age at diagnosis (Figure 4b). Although GSEA failed to detect any significant enrichment of the Ox-E/ER signature genes in ER-positive tumors according to clinical grade, Figure 4c demonstrates that a higher numeric Ox-E/ER signature index correlates significantly with higher tumor grade (*r*_p _= 0.20; *P *= 9.741 × e^-05^), with grade 3 tumors showing an approximately 1.2-fold higher Ox-E/ER index relative to lower grade tumors (*t*-test, *P *= 0.0002 against grade 1 and *P *= 0.001 against grade 2). Also, Figure 4d shows a significant positive correlation between the Ox-E/ER index and array determined ERBB2 over-expression (*r*_p _= 0.23; *P *= 3.66 × e^-06^), with ERBB2 over-expressing tumors exhibiting an approximately 1.3-fold higher Ox-E/ER index than ERBB2-negative tumors.

**Figure 4:**
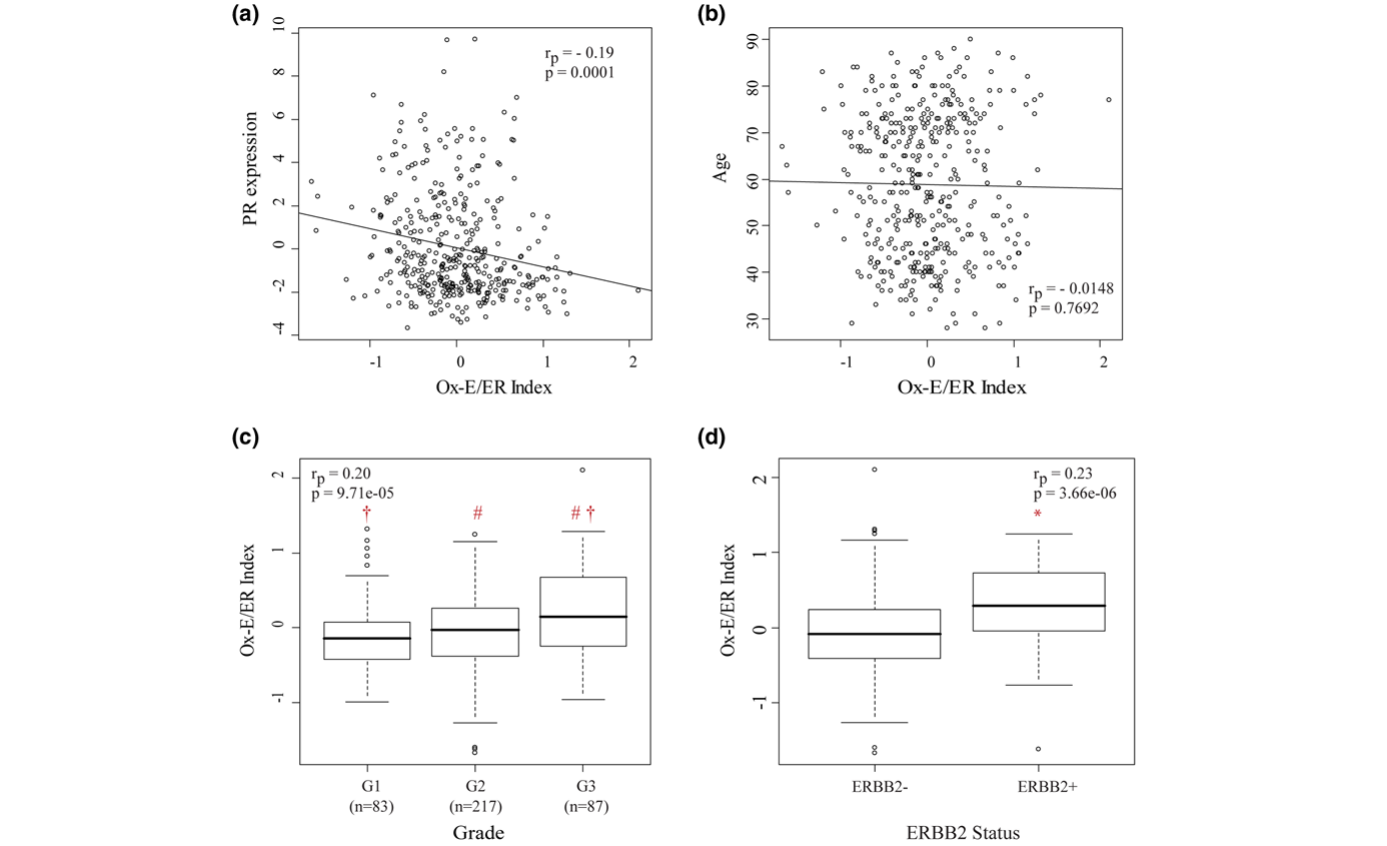
Correlation between Ox-E/ER expression index and clinical parameters in a set of 394 ER-positive breast tumors. **(a) **Scatter-plot of progesterone receptor (PR) expression levels versus Ox-E/ER index values. Line denotes the linear regression fit of the Ox-E/ER index to PR gene expression. **(b) **Scatter-plot of age versus Ox-E/ER index. Line denotes the linear regression fit of the index to age. **(c) **Box plot of the Ox-E/ER index versus tumor grade. Significant differences in Ox-E/ER index with respect to grade are denoted with symbols (# and †; *t*-test, *P *< 0.05). Pearson correlations between the index and grade are also shown. **(d) **Box plot of the Ox-E/ER index versus ERBB2 tumor status, determined as described in Materials and methods. Pearson correlations between the index and ERBB2 status are also shown. *Statistically significant differences in Ox-E/ER index with ERBB2 status (*t*-test, *P *< 0.05). ER, estrogen receptor; Ox-E/ER, oxidant-sensitive estrogen/ER gene signature.

Univariate Cox analysis was performed to assess the prognostic value of the numeric Ox-E/ER index in comparison with PR gene expression levels and commonly accepted clinical prognostic parameters including patient age, tumor grade, PR, and nodal status. Except for patient age, the other known prognostic parameters significantly associated with both RFS and DSS. PR expression levels and the Ox-E/ER index both showed strong prognostic trends, with higher PR expression associated with better DSS (*P *= 0.056) and higher Ox-E/ER index tumors associated with worse DSS (*P *= 0.07). Following multivariate Cox analysis, only nodal status retained significance as an independent predictor of either RFS or DSS in this dataset. Restricting further outcome analysis to DSS, an optimized numeric cut-point of 0.3 was defined for the Ox-E/ER index using a modified log-rank statistic. As shown in Figure 5a, this index cut-point dichotomized the 201 ER-positive tumors with DSS data into two different prognostic subgroups: 53 tumors with higher index values and worse DSS, and 148 tumors with lower Ox-E/ER index values and better DSS (log-rank, *P *= 0.000911). Using this optimized cut-point the prognostic value of the Ox-E/ER index appeared to be slightly better than the Figure 5b Kaplan-Meier DSS curve separation achieved using PR status to dichotomize the ER-positive cases (log-rank, *P *= 0.009).

**Figure 5:**
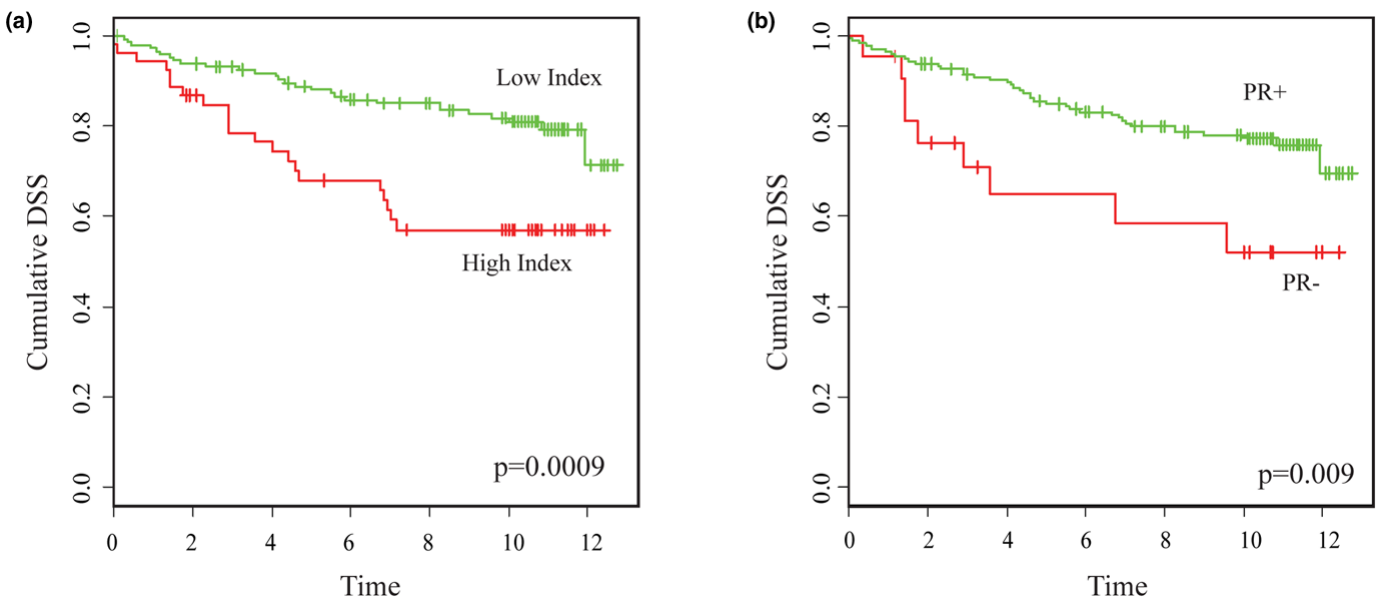
Disease-specific survival analysis with respect to the Ox-E/ER Index and PR status. **(a) **Kaplan-Meier plot of events among the 201 estrogen receptor (ER)-positive cases with known disease-specific survival, dichotomized by high (red) or low (green) Ox-E/ER expression index based on an optimal cut-point determined using an adjusted log-rank statistic. Significance of the difference in survival between groups was determined by log-rank analysis. **(b) **Kaplan-Meier plot of events among the 201 ER-positive cases with known disease-specific survival, dichotomized based on progesterone receptor (PR) status (PR-negative: red and PR-positive: green), with significance determined by log-rank analysis. Ox-E/ER, oxidant-sensitive estrogen/ER gene signature.

## Discussion

As found over-expressed in human breast cancer cells and targeted by all forms of endocrine therapy, the zinc finger transcription factor ER is sensitive to either reversible or irreversible impairment after even brief exposures to various forms of oxidative stress [18]. Although there have been a number of gene expression studies attempting to identify the suite of estrogen responsive genes expressed in ER-positive human breast cancers [29,47-50], none have yet asked what subset of these estrogen responsive genes are also susceptible to modulation by oxidative stress. To address this question, we performed gene expression microarry studies on the model ER-positive breast cancer cell line MCF7, subjected to either estrogen deprivation or ER-α knockdown, in order to identify a comprehensive set of genes responsive to loss of ER function and sensitive to oxidant stress. Modulation of oxidative stress was accomplished by short-term (8 hours) exposure to one of three different chemical oxidants, each given at a predetermined titre associated with more than 50% loss of intracellular ER transcriptional activity (assayed by transient transfection of on ER element-luciferase reporter gene) without significant loss of ER content or cell viability. Despite the chemical differences between the thiol-specific reactant diamide, the redox-cycling quinone menadione (vitamin K3), and ROS-producing hydrogen peroxide, each of these oxidants has been shown to attack zinc-binding cysteine residues within the ER DNA-binding domain, preventing ER dimerization and direct DNA binding [51,52]. By comparing the differentially expressed genes between control and treatment conditions, we identified 891 estrogen/ER-regulated probes containing a core set of 75 probes (62 unique genes) that were responsive to all three chemical oxidants; these 62 core genes constituted our newly defined Ox-E/ER gene signature. An alternative Ox' signature was experimentally determined by oxidant exposure of MCF7 cells following knockdown of ER-α, from which an alternate Ox'-E/ER signature was derived.

The 891 estrogen/ER-regulated probes exhibited only a 30% overlap with genes previously described as responsive to estrogen stimulation in the same MCF7 cell line model, using the same basic microarray assay platform [29]. Although gene expression changes due to estrogen deprivation have been evaluated in the context of hormone therapy [53-55], neither the effects of estrogen/ER withdrawal nor any comparison of estrogen/ER withdrawal with estrogen-stimulated genes has been reported. False discovery might account for a small fraction of this discrepancy, but the magnitude of difference between the estrogen/ER-responsive gene set identified here and the estrogen-inducible gene set identified previously [29] suggests that estrogen withdrawal and ER loss of function are not entirely reciprocal conditions relative to estrogen stimulation.

Because oxidant-induced loss of ER DNA-binding might not impair all forms of gene regulation by ER (including co-activation of other promoter-bound transcription factor complexes like activator protein-1 and CREB1 [cAMP response element-binding protein 1]), it is notable that 24 out of 27 estrogen/ER-stimulated genes within the Ox-E/ER signature were downregulated by all three oxidants. 

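In Table 3 itself, 23 of 27 probe sets marked as E/ER induced are marked as repressed by the oxidants and 4 as induced. On the deposited values the log2 fold changes of all 23 were negative after every oxidant and those of the 4 positive, although not each one passed the thresholds. The G protein-coupled estrogen receptor gene GPER1 fell by 1.49 and 1.56 on the log2 scale after H2O2 and menadione on one of its probe sets, and MYRIP, a myosin adaptor gene, by 1.48 and 1.62 (n = 2 arrays per condition). The exceptions were the neuropeptide gene GAL, which fell by 1.97 after E deprivation and rose by 0.99 after menadione, the amino acid transporter gene SLC7A5, which fell by 1.56 and rose by 0.85 in the same comparisons, and SLC7A11, whose 2 probe sets in the table were lower after E deprivation (one at -1.44) and higher after H2O2 (the other at 3.33). Among the probe sets called here in all 5 comparisons, 20 were lower after both E deprivation and ER knockdown, and 16 of these were also lower after the oxidants, where independent lists would give 0.758. The other 4 were higher after the oxidants, where independent lists would give 0.886. Part of the excess of the 16 may come from the shared controls. Noise in these moves all fold changes the same way, so that it would not raise the count of the 4. The 20 became 11 without untreated replicate 1, 12 without untreated replicate 2, 13 without ER knockdown replicate 1, 11 without diamide replicate 1 and 7 without diamide replicate 2, and the 16 became 9, 9, 11, 9 and 5 in the same omissions. When each comparison was fitted on its own arrays there were 12, with 10 lower after the oxidants. The paper reasons that loss of ER DNA binding might not impair every form of gene regulation by ER, and weighs the tally of Table 3 against this.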

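Probe sets that were higher after both E deprivation and ER knockdown split in direction after the oxidants. Of the 590 such probe sets, 106 were higher and 45 lower after H2O2, 101 were higher and 55 lower after menadione, and 27 were higher and 29 lower after diamide. Their median log2 fold changes were 0.08, 0.07 and 0.00 in these 3 comparisons (n = 2 arrays per condition). Among the probe sets called in all 5 comparisons, 38 were higher after E deprivation and knockdown, and 22 of these were also higher after the oxidants while 16 were lower. The higher ones include the death receptor gene TNFRSF21 (1.12 after diamide) and MGLL (1.30 after H2O2 and 2.25 after menadione), and the lower ones STON1 (-0.85 after H2O2 and -0.89 after menadione, to values near background). In Table 3 the tally is 29 induced and 19 repressed by the oxidants. For the 22 the expectation from independent lists was 2.02 and for the 16 it was 1.73. Part of the excess of the 22, and of the medians, may come from the shared controls. Noise in these moves all fold changes the same way, so that it would not raise the count of the 16. The counts fell when single arrays were left out, which also lowers the power of the tests. Without untreated replicate 1, untreated replicate 2 or diamide replicate 1 the 38 became 22, 23 and 22 and the 22 became 13, 14 and 11. Without these arrays the 27 that were higher after diamide became 13, 16 and 12 and the 29 that were lower became 15, 12 and 19, and without diamide replicate 2 they became 19 and 17. The 45 lower after H2O2 became 28, 25 and 27 without untreated replicate 1, untreated replicate 2 or H2O2 replicate 2.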

Because little is known about estrogen/ER-induced gene suppression, in particular its ER DNA-binding requirement, it is not too surprising that only 29 of 48 genes originally suppressed by estrogen/ER were subsequently upregulated by the ER-inactivating oxidant treatments. These observations are consistent with recent genome surveys indicating that ER DNA-binding sites are significantly enriched in the promoters of early estrogen upregulated genes but not enriched in early estrogen suppressed genes [56]. 

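Diamide changed 81 of the 851 E/ER probe sets, or 9.52%, H2O2 251, or 29.5%, and menadione 262, or 30.8%. In percentage points the gap was widest among the 259 that were lower after E deprivation and ER knockdown (9.27%, 38.2% and 40.5%). As a ratio it was wider outside the E/ER set. Of these 19 fell and 5 rose after diamide, 93 fell and 6 rose after H2O2, and 96 fell and 9 rose after menadione, with median log2 fold changes of -0.23, -0.41 and -0.43. SGK3, a kinase gene, is one that fell after H2O2 and menadione but was not called after diamide. Outside the E/ER set the shares were 0.594%, 4.15% and 3.82% of 21363 probe sets. The same untreated arrays define the E/ER set and are the baseline for the oxidants. Part of these medians and of the larger shares inside the set may therefore come from the shared controls. The difference between oxidants was tested directly (n = 2 arrays per condition). Between H2O2 and diamide 517 probe sets differed, 280 higher and 237 lower after H2O2, and between menadione and diamide 360 differed, 255 higher and 105 lower after menadione. The latter were 413 and 257 with no fold threshold, 77 and 13 at a fold of at least 2, 127 and 33 when only the 2 compared groups were fitted and 202 and 55 without diamide replicate 1. Of 17 p53 targets 14 were higher, and of 18 G2/M genes 17 were lower, after H2O2 than after diamide. Of 22 NRF2 targets 9 were higher after H2O2 and 11 after menadione than after diamide, and 9 of the immediate early genes were higher after menadione. Camera called these differences with the preset and with an estimated correlation. The 81 became 41 without untreated replicate 1 or untreated replicate 2, 45 without diamide replicate 1 and 48 without diamide replicate 2, and the 19 became 11, 10, 11 and 8 in these omissions. The 517 became 304 without H2O2 replicate 2, and the 360 became 213 without menadione replicate 2 and 160 when only the menadione and diamide arrays were fitted. The diamide doses that the paper and the sample labels state are far apart, and each oxidant was measured at 1 dose and time.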

Regarding gene expression differences between the three forms of oxidative stress, the thiol-specific oxidant diamide affected a much smaller subset of estrogen/ER-responsive genes than the less specific oxidants hydrogen peroxide and menadione, both of which are also known to activate kinase pathways. Expression of PR and the estrogen-inducible growth regulator GREB1 were suppressed by hydrogen peroxide and menadione but not by diamide, explaining why these well known ER-associated genes were not part of the 62 Ox-E/ER gene signature and suggesting that their suppression was in part due to oxidant-activated kinase signaling in addition to structural changes in ER. This possibility is supported by previous evidence showing PR downregulation without alteration in ER content or function induced by activation of the phosphoinositide-3 kinase/AKT pathway [8].

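The difference between oxidants was also tested for PGR and GREB1 themselves. PGR was lower after H2O2 than after diamide by a log2 difference of -0.42 (standard error 0.12, adjusted p = 0.0527 from limma) and lower after menadione than after diamide by -0.48 (adjusted p = 0.0343). For GREB1 the log2 differences were -0.29 (standard error 0.17, adjusted p = 0.367) and -0.61 (adjusted p = 0.0546). This standard error is pooled over all conditions. The SD of GREB1 was widest after E deprivation (0.446), which is no part of these differences, so that the standard error may be too wide for them. PGR was near background after H2O2 and menadione, so that its differences are lower bounds. Each value was lower than after diamide, but none of the 4 differences passed the thresholds, and a different effect of diamide on these 2 genes stays open. MAPK-induced genes of Additional file 2 were higher as a list after all 3 oxidants, with 3 of 110 higher after diamide (camera adjusted p = 0.00039), 22 higher and 1 lower after H2O2 (camera adjusted p = 1.54e-07) and 25 higher and 1 lower after menadione (camera adjusted p = 9.14e-11). EPHA2, a receptor tyrosine kinase gene, was among them (1.33 after H2O2). These counts were the same when adjusted over the list alone, and the calls held with an estimated correlation. The list was also higher after E deprivation and ER knockdown, where no oxidant was given. In comparisons added after the results had been seen, it was higher after H2O2 than after diamide (camera adjusted p = 1.66e-05, and 0.0159 with an estimated correlation). It was also higher after menadione than after diamide (camera adjusted p = 6.59e-10, and 0.00607 with an estimated correlation). Of 229 MAPK-repressed genes 3 were higher and 4 lower after diamide (camera adjusted p = 0.00151, but adjusted p = 0.107 with an estimated correlation), 5 higher and 28 lower after H2O2 (camera adjusted p = 0.000143, but adjusted p = 0.0714 with an estimated correlation) and 4 higher and 30 lower after menadione (camera adjusted p = 2.62e-05, but adjusted p = 0.0575 with an estimated correlation). Adjusted over the list alone, these counts were 4 and 5, 7 and 29, and 5 and 30. From the pattern of PGR and GREB1 the paper proposes that their suppression was partly due to kinase signaling that the oxidants activate.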

The relationships of the five gene signatures identified (E/ER, Ox, Ox', Ox-E/ER, and Ox'-E/ER) to clinical breast cancer cases were explored using data from 394 ER-positive primary human breast cancers pooled from three independently published microarray studies [33-35]. Although PR expression was not commonly affected by all three forms of oxidant treatment, GSEA revealed that oxidant suppressed genes, in particular the oxidant suppressed E/ER regulated genes identified from ER over-expressing MCF7, were suppressed in ER-positive/PR-negative tumors relative to ER-positive/PR-positive tumors, suggesting that loss of PR expression might be a partial surrogate for increased oxidative stress. This suggestion is consistent with our earlier reported correlation between loss of ER DNA-binding in ER-positive/PR-negative breast cancers [20], and with the present observation that numeric Ox-E/ER index values correlate inversely with PR transcript levels and tumor PR status. Recent evidence also indicates that ERBB2 over-expression is associated with loss of PR co-expression in ER-positive breast cancers [57,58]. Although suppression of oxidant-repressed genes was not shown to be associated with ERBB2 over-expression, there was an enrichment of oxidant-induced genes among the ERBB2 over-expressing ER-positive breast tumors, suggesting that elevated oxidative stress is associated with ERBB2 overexpression and may contribute to the loss of PR co-expression seen in ERBB2 overexpressing ER-positive breast cancers.

GSEA comparisons performed using other established gene signatures demonstrated that ER-positive/PR-negative breast cancers express significantly higher levels of proliferation genes relative to ER-positive/PR-positive tumors. Proliferation genes were also expressed at higher levels in the ERBB2 overexpressing breast tumors relative to ERBB2-negative tumors. The observed associations between tumors bearing higher proliferation and oxidative stress signatures are consistent with numerous past observations that mitogenic signaling pathways generate and require increased ROS. Quite consistently, when the oxidant stress gene signatures were considered as numeric indices, these oxidant stress indices were significantly higher in those ER-positive tumors showing higher proliferation gene expression, including ER-positive/PR-negative tumors.

With regard to the putative relationships between aging, breast cancer incidence, and oxidative stress, our GSEA findings were somewhat unexpected in that they demonstrated a weak inverse relationship between oxidative stress and age at diagnosis, suggesting a decoupling of oxidative stress from cellular aging mechanisms that are thought to contribute to breast cancer development. Both GSEA and the Ox-E/ER numeric index also associated oxidative stress with breast tumors of higher grade, a pathologic score strongly influenced by mitotic index. The correlations between oxidative stress and tumor proliferation provide a potential explanation for the apparent decoupling of oxidative stress from aging and breast cancer development, because breast tumors arising earlier in life are known to be more proliferative [33] and to have higher growth rates [59]. Therefore, early age onset breast cancers are probably subject to greater oxidative stress because of their greater proliferative activity.

Focusing on the 62-gene Ox-E/ER signature, which best correlated with clinical PR status in the pooled set of 394 ER-positive breast cancer tumors, Ingenuity Pathway Systems analysis highlighted three top networks relating to cancer, cell development, and cell motility. In accordance with studies associating oxidative stress with kinase signaling [21,60,61], the top scoring network contained 19 of the Ox-E/ER genes linked through various kinases and growth factors as well as two stress-activated transcription factors nuclear factor-κB and CREB1 (cAMP response element-binding protein 1). Of particular interest is this network's inclusion of TGF-β and platelet-derived growth factor-BB, two growth factors extensively evaluated for their involvement in breast cancer progression and metastasis [62-64]. A closer look at the eight Ox-E/ER genes linked to these growth factors revealed that most (EGR1 [65], PHLDA1 [66], IGFBP5 [67,68], TAGLN [68], DAB2 [69], and FHL2 [70]) have been associated with breast cancer. In particular, downregulation of IGFBP5 and upregulation of TAGLN, as observed following oxidant treatment, have been implicated in tamoxifen resistance in a mouse mammary xenograft model [68], suggesting that components of this Ox-E/ER signature may be clinically relevant to the variable endocrine responsiveness of ER-positive breast cancers.

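IGFBP5, which encodes a binding protein of insulin-like growth factors, was higher after E deprivation and ER knockdown and lower after the oxidants. On one of its 5 probe sets the log2 fold change was 1.59 after E deprivation and 1.08 after knockdown, and -1.11 (adjusted p = 8.34e-05 from limma), -1.35 (adjusted p = 1.51e-06) and -1.27 (adjusted p = 2.16e-06) after diamide, H2O2 and menadione (n = 2 arrays per condition). Another fell by at least 1.47 after menadione, and a further pair was called after none of the oxidants. TAGLN was higher in all 5 comparisons. It rose by 1.47 after E deprivation, 2.13 after knockdown and 2.00 after H2O2 (standard error 0.14, adjusted p = 3.39e-06), in addition to its increases after diamide and menadione. Its increase was larger after menadione than after diamide (log2 difference 1.06, adjusted p = 0.00101), a call that was lost without diamide replicate 1 (adjusted p = 0.0144) or menadione replicate 2 (adjusted p = 0.0123).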

Given that clinical studies have been unable to show why ER-positive/PR-negative breast cancers are significantly more resistant to tamoxifen and other hormonal therapies [4,11], our observations linking the Ox-E/ER signature with both the ER-positive/PR-negative clinical phenotype and a preclinical model of tamoxifen resistance provides new insight into how oxidative stress may contribute to the development of clinically more aggressive forms of ER-positive breast cancers. Of the 16 Ox-E/ER genes involved in the second highest scoring network identified by Ingenuity, nine show a coordinated expression pattern signifying activated TNF signaling. Because oxidative stress is a known byproduct of TNF activation [71], it may not be coincidental that several members of the Ox-E/ER gene signature are downstream targets of activated TNF signaling. Contained in the 11 Ox-E/ER genes that are involved in the third network involving cell motility pathways are two metastasis associated genes, namely MMP2 and CTNNB1 (β-catenin). Although the cell motility pathway was the smallest of the three Ox-E/ER gene networks identified by Ingenuity analysis, it appears to correspond to the only over-represented molecular function linked to the Ox-E/ER gene signature by Gene Ontology analysis in DAVID (Database for Annotation, Visualization, and Integrated Discovery; set size > 5, Expression Analysis Systematic Explorer score < 0.05) [72], that of 'actin-binding' genes.

The numeric Ox-E/ER index allowed for its prognostic evaluation as either a continuous variable or as a categorical parameter, based on an optimized cut-point determination and dichotomization of the pooled ER-positive tumors into those with high versus low Ox-E/ER index values. Despite its correlation with proliferation genes, loss of PR expression, ERBB2 over-expression, and higher tumor grade, the Ox-E/ER index as a continuous variable did not achieve (although it exhibited a trend toward) significance with respect to DSS. However, when an optimized cut-point for the index value was determined (based on a maximized adjusted log-rank statistic) to achieve the greatest possible separation between the Kaplan-Meier DSS curves, the Ox-E/ER index proved capable of dichotomizing the pooled ER-positive breast cancers into two groups whose significant difference in survival exceeded that achieved by PR status alone. This suggests that oxidative stress, and its effects on E/ER signaling, contributes to the development of an aggressive subset of primary ER-positive breast cancers.

## Conclusion

Using a well established cell line model of ER-positive human breast cancer subjected to conditions simulating loss of ER function and oxidative stress, we identified a signature set of 62 unique Ox-E/ER genes, 46 of which are connected within networks associated with increased oxidant signaling, cancer growth factor, and cell motility pathways. Clinical evaluation of this Ox-E/ER signature, as well as alternative oxidant signatures, was performed using a pooled dataset of 394 ER-positive breast cancer cases for which microarray data were available. Despite reports attributing organismal aging to accumulated oxidative stress, there was no evidence to indicate excess oxidative stress in breast cancers arising later in life. To the contrary, the present study indicates that breast cancers showing greater proliferative activity, such as those arising earlier in life, exhibit the greatest oxidative stress. The 62-gene Ox-E/ER signature inversely correlated with tumor PR status and mRNA levels, and was positively associated with ERBB2 over-expression. An optimized Ox-E/ER index cut-point was shown to be capable of dichotomizing the pooled ER-positive breast cancer cases into subgroups whose significant difference in DSS exceeded that achieved by PR dichotomization. Thus, these basic and clinical findings suggest that oxidative stress may contribute to the development of an aggressive subset of primary ER-positive breast cancers, including those exhibiting the ER-positive/PR-negative clinical phenotype.

## Abbreviations

DMEM = Dulbecco's modified Eagle's medium; DSS = disease-specific survival; ER = estrogen receptor; FWER = family-wise error rate; GSEA = gene set enrichment analysis; MAPK = mitogen-activated protein kinase; MMP = matrix metalloproteinase; Ox-E/ER = oxidant-sensitive estrogen/ER gene signature; PR = progesterone receptor; RFS = relapse-free survival; ROS = reactive oxygen species; siRNA = small-interfering RNA; TNF = tumor necrosis factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

CY conducted the expression array studies, collated all data, performed biostatistical and informatic analyses, interpreted all results, generated all figures and tables pertaining to the expression array studies, and produced a preliminary draft of the manuscript. CCB conceived the study design, coordinated the RNA studies, formulated all conclusions, and drafted the final manuscript.

## Supplementary Material

Additional file 1 A PDF file showing oxidant treatment effects on cell viability, ER content, and ER transcriptional activity. Methods for the measurement of cell viability, ER content, and transcriptional activation activity at the selected concentration of each oxidant (diamide, H_2_O_2_, and menadione [K3]) are detailed, with pertaining results shown in Figures S1 to S3. Click here for file

Additional file 2 An Excel file showing gene sets used for GSEA. All gene sets were mapped to corresponding Unigene symbols for input into GSEA software. Click here for file

Additional file 3 An Excel file providing a list of genes responsive to each of the eight different MCF7 treatment conditions (72 hours of estrogen [E] deprivation; 72 hours of ER-α siRNA knockdown; 8 hours of diamide; 8 hours H_2_O_2 _and 8 hours of menadione [K3]; 72 hours of ER-α siRNA and 8 hours diamide; 72 hours ER-α siRNA and 8 hours of H_2_O_2_; 72 hours of ER-α siRNA and 8 hours K3). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

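RNA from MCF7 cells in 6 conditions (untreated, E deprivation, ER knockdown, diamide, H2O2 and menadione) was measured on 12 Affymetrix high-throughput U133A Early Access arrays, 2 per condition. The authors made the deposited log2 values from the image files with RMA, which corrects background, normalizes between arrays by quantiles and summarises the probes of a probe set. Their processing notes name RMA and affy without a version. No step of this part could be repeated, because the image files were not used. Signal took the place of depth. Probe set values lay between 4.44 and 15.39 on the log2 scale, and values near the low end are background, so that a gene with a low value was not detectable and not shown to be absent. A mean under 6 was taken as near background after the values had been seen, and a log2 fold change from or to such a mean is a lower bound.

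From there, 62 control probe sets were left out, as was 1 probe set with a missing value and an impossible value. The other 22214 of 22277 were tested in limma 3.58.1 (R 4.3.3), with 1 linear model over all 12 arrays, 6 residual degrees of freedom and a total of 11.3 after moderation of the variance. Each treatment was compared with the untreated cells, the oxidants were compared with each other and E deprivation with ER knockdown. All p-values of single probe sets are from limma, adjusted by the method of Benjamini and Hochberg over the 22214 probe sets, and a probe set was called at an adjusted p under 0.01 and a change of at least 1.5-fold. Probe sets were given current gene symbols. Of them 19723 have 1 symbol, 568 several and 1923 none, and only the first kind stands for a gene. For lists, each of the 12165 genes was represented by its probe set with the highest mean.

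A total of 23 gene lists were tested in each of the 5 comparisons with camera in limma, at its preset correlation between genes and with a correlation estimated from the arrays, and adjusted over all 115 tests at an adjusted p under 0.05. Of these lists 5 come from Additional file 2 of the paper (proliferation markers, luminal markers, sustained estrogen-induced genes, MAPK-induced and MAPK-repressed genes). The other 18 were written from general knowledge: targets of NRF2, p53, AhR, TGF-β, and TNF and NF-κB, ATF4 and unfolded protein response, heat shock proteins, immediate early genes, metallothioneins, classical estrogen-induced genes, DNA replication and G1/S genes, G2/M genes, cholesterol synthesis, interferon response, hypoxia genes, and markers of basal, fibroblast and leukocyte cells. Some share genes with each other or with Table 3, which the paper chose on these arrays. Those shared with Table 3 include SLC7A5, SLC7A11, AKR1B10, ABCC3, CYP1A1, EGR1, TAGLN, CCN2 and TGFBI. Tests of such lists are not independent of that choice. The share of the sustained list among E/ER genes was compared with Fisher's exact test against all measured genes. Overlaps were set beside the number that independent lists would share in the same direction, and beside 100 simulated draws in which unchanged groups were compared with the same 2 untreated arrays. The draws held no changed probe sets, so that they cannot show how far shared controls raise an overlap of real calls.

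Genes named in the text are, for each comparison, the 10 with the largest increase and the 10 with the largest decrease among called probe sets with 1 gene symbol in which both treated arrays lie beyond both untreated arrays, the genes that the paper names for these arrays, and members of the lists with the largest changes. The fold changes of Table 3 and parts of Additional file 3, which come from these same arrays, had been seen when this rule was written. The lists, thresholds, comparisons and alternatives were chosen before the deposited values were examined, except where the text says otherwise. The alternatives were significance analysis of microarrays over the 6 relabelings of 2 against 2 arrays, which the paper names, only the arrays of the 2 compared groups, the replicate number as a block, an intensity trend in the prior variance, cyclic loess between arrays, only probe sets with a condition mean of at least 6, an adjusted p under 0.05, no fold threshold, a fold of at least 2, 1 probe set per gene, the median over all probe sets of a gene for the lists, the ratio of unlogged means, and each array left out in turn. Where an array was left out its condition had 1 array, which was assumed to vary like those of the other conditions. This lowers the power of the tests, so that a call near the thresholds can be lost whichever array is left out. The steps were tested on simulated data with 67 probe sets changed by 1.75-fold in each comparison. Limma recovered 92.5% to 98.5% of them and made at most 1 false call among 22014 unchanged probe sets, and significance analysis of microarrays recovered 59.7% to 76.1%. The simulated values were independent and normal with limma's own variances, so that they do not rank the 2 methods on these arrays. On the deposited values significance analysis of microarrays called more probe sets than limma for every treatment. The arrays taken after knockdown of ER-α with oxidants and the tumor arrays were not among the data used, and no result is given for them.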

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

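All tests of the explanations below were chosen after the results had been seen, except that of the brightest probe sets, and the comparisons of lists between treatments were also added then.

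The p53 targets rose after H2O2, with a median log2 fold change of 1.03 over 17 genes, and their median log2 difference between menadione and H2O2 was -0.90, with 13 of 17 lower after menadione (camera adjusted p = 3.74e-23, and adjusted p = 0.00254 with an estimated correlation). They drew attention because the paper's text does not discuss them and because the oxidants differed. A weaker overall response to menadione would place them on the slope of 0.87 that 1018 other called genes gave between the oxidants, but all 17 lay below it, by a median of -0.78. The standard error of this median, 0.14, treats the genes as independent and measures the spread between genes, not between arrays. Cyclic loess normalization left a median of 0.88 for H2O2 minus menadione, and leaving out 1 of the 4 arrays left at least 0.72. Cyclic loess was applied to values that RMA had already normalized, so that it cannot undo or test the authors' normalization. A p53 response to H2O2 that also lowers the G2/M genes remains as a hypothesis, since these genes were higher after menadione than after H2O2 by a median of 0.74 (12 of 18 higher), although the dose and time of each oxidant may matter as much and were not varied.

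The ESR1 transcript, which Additional file 3 lists after H2O2 and menadione and the paper's text does not discuss, had log2 fold changes of -0.95 after H2O2 and -1.09 after menadione (standard error 0.11, adjusted p = 0.000143 and 6.04e-05) and of -0.46 after diamide (adjusted p = 0.0418). The signal of 1 probe set alone would leave no other ESR1 probe set called lower after both, but there was 1, although of 3 called after H2O2 the other 2 each lost their calls without untreated replicate 2 (adjusted p = 0.0169 and 0.0199), 1 of them without H2O2 replicate 2 (adjusted p = 0.0148) and 1 without H2O2 replicate 1 (adjusted p = 0.0158). Compression of the brightest probe sets cannot be judged from these values. The 1437 probe sets of at least 12 on the log2 scale in untreated cells had a median log2 fold change of -0.0233 after menadione and of -0.00307 after H2O2. Quantile normalization gives each array the same distribution of values, which holds such medians near 0 whether or not signals were compressed. ESR1 was lower after menadione than after diamide (log2 difference -0.63, adjusted p = 0.0064), a call lost without either untreated, ER knockdown, diamide or menadione array (adjusted p from 0.0111 to 0.0675), while the difference between H2O2 and diamide did not pass (-0.49, adjusted p = 0.0179). No biological explanation was tested. The paper states that total ER content was not significantly impaired at these doses and times, and these arrays do not measure the protein.

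The G2/M genes were lower after E deprivation than after ER knockdown, by a median log2 difference of -0.79, with 15 of 18 lower (adjusted p = 0.00607 from camera with an estimated correlation), a difference between treatments that the paper does not discuss. A weaker overall response to the knockdown would leave them on the slope of 0.571 that 1776 other called genes gave, but all 18 lay above it, by a median of 0.30. Its standard error of 0.02 likewise treats the genes as independent and does not measure the spread between arrays. Cyclic loess, again applied to values already normalized by RMA, left a median of -0.74 and cannot test that normalization. An effect of the changed medium other than the removal of estrogen cannot be told apart from these data, because the cholesterol synthesis genes, which respond to stripped serum, had a median difference of 0.28 that passed with the preset correlation (camera adjusted p = 1.11e-05) but not with an estimated one (adjusted p = 0.0692). The degree of receptor loss after the siRNA is also open.

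CYP1A1 differed between E deprivation and ER knockdown by 2.63 on the log2 scale (standard error 0.15, adjusted p = 2.03e-06), higher after the first and lower after the second. Its call after knockdown was lost without untreated replicate 1, untreated replicate 2 or ER knockdown replicate 2 (adjusted p = 0.0124, 0.0109 and 0.0149). PCP4 differed the other way, by -2.0 (standard error 0.07, adjusted p = 6.96e-08), in the same test.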

How the results depend on the processing

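The comparisons of lists between treatments, and 3 settings for the probe sets of Table 3 (significance analysis of microarrays, an intensity trend and an adjusted p under 0.05), were chosen after results had been seen. Of 434 combinations of a result and a setting, 334 were kept and 100 moved further. A count was kept within 1.5 times its value, a correlation within its spread, and the share of the sustained list with the same direction in Fisher's test. Nearly all of these results are counts, which have no direction, so that a reversal could not be seen in them.

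With no fold threshold the called probe sets were 5105, 2118, 362, 2404 and 2253 for E deprivation, ER knockdown, diamide, H2O2 and menadione, 1020, 670, 902 and 2170 for H2O2 minus diamide, menadione minus diamide, menadione minus H2O2 and E deprivation minus ER knockdown, and 1826, 271, 3425 and 123 for the E/ER overlap, the Ox overlap, any oxidant and Ox-E/ER. With a fold of at least 2 they were 889, 289, 39, 290, 276, 129, 90, 78, 164, 252, 31, 442 and 15 in the same order. With 1 probe set per gene, which tests fewer units, they were 1705, 619, 135, 737 and 668 for the 5 treatments, 233, 267 and 546 for the last 3 differences and 530, 89, 1052 and 38 for the overlaps. The E/ER-induced members of Ox-E/ER, those of them lower after the oxidants, the E/ER-repressed members and those of them higher numbered 45, 33, 76 and 46 with no fold threshold, 3, 3, 12 and 7 with a fold of at least 2, and 12, 9 and 25 for the first 3 with 1 probe set per gene.

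Fitting only the 2 compared groups leaves fewer arrays for the spread. It gave 70, 160, 163, 64 and 35 called probe sets for diamide, menadione minus diamide, menadione minus H2O2, the Ox overlap and Ox-E/ER, 12, 10, 22 and 13 in the 4 tallies of direction, and 34 of the Table 3 probe sets in all 5 comparisons. With an estimated correlation 38 of 115 list tests were called in place of 70, and 32 of 92 between treatments. Keeping only probe sets of at least 6 changed the correlation of log2 fold changes from 0.819 to 0.834 for E deprivation and ER knockdown, 0.161 to 0.135 for knockdown and diamide, 0.224 to 0.211 for knockdown and H2O2, 0.623 to 0.645 for diamide and H2O2, 0.689 to 0.720 for diamide and menadione and 0.729 to 0.742 for H2O2 and menadione. The spread of a correlation was taken as the SD of the correlations between single arrays of the 2 treatments, and it differs between pairs. Within their spread were 0.0655 to 0.0436 for E deprivation and diamide, 0.225 to 0.217 for E deprivation and H2O2, 0.191 to 0.181 for E deprivation and menadione and 0.239 to 0.226 for knockdown and menadione. Unchanged groups that share their controls gave 0.499 to 0.500 before this filter. These values hold for noise alone, and a lower correlation here does not mean a weaker link than noise gives. The covariance of every pair lay above its simulated value, by 0.000387 for E deprivation and diamide, the least, and by 0.105 for E deprivation and ER knockdown, the most. The cause of the changes with the filter was not tested.

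Without 1 array in turn the counts ran from 2544 to 2676 for E deprivation, 827 to 1029 for ER knockdown, 73 to 209 for diamide, 816 to 1160 for H2O2 and 906 to 1086 for menadione. They ran from 304 to 521 for H2O2 minus diamide, 213 to 363 for menadione minus diamide, 248 to 415 for menadione minus H2O2 and 723 to 916 for E deprivation minus ER knockdown, and from 714 to 856 for the E/ER overlap, 65 to 141 for the Ox overlap, 1403 to 1689 for any oxidant and 33 to 59 for Ox-E/ER. The tallies of direction ran from 7 to 20, 5 to 16, 22 to 38 and 11 to 22, the Table 3 probe sets called in all 5 comparisons from 30 to 55, the genes with the largest changes from 95 to 100 and the called list tests from 63 to 71. The lowest counts for diamide, Ox and Ox-E/ER came without an untreated or a diamide array, for H2O2 minus diamide (304) and menadione minus H2O2 (248) without H2O2 replicate 2, and for menadione minus diamide (213) without menadione replicate 2.

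The replicate numbers do not pair the arrays, since the residuals of arrays with the same number correlated by -0.07 to 0.12 between conditions. With the replicate number as a replicate block the counts were 2677, 1007, 190, 1129 and 1082 for the 5 treatments, 509, 352, 410 and 868 for the 4 differences and 843, 132, 1650 and 52 for the overlaps.

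Significance analysis of microarrays gave 2714, 1068, 257, 1190 and 1127 for the 5 treatments and shared 2673, 1007, 208, 1133 and 1072 of these with limma, 0 of them in opposite directions. Cyclic loess shared 2491, 999, 204, 1111 and 1068 of limma's calls. Among 1088 pairs of a named gene and a comparison 0 reversed in any setting, and 72 and 86 lost their call without untreated replicate 1 and 2. On simulated data a change of 2-fold was recovered in full by limma, and changes under 1.75-fold were not simulated.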

Differences from the paper's values

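The settings named here were set before the data were examined, except the 3 for Table 3 that are said to be later.

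The paper gives 31% as its share of E/ER probes that estrogen stimulated in an earlier study, and here 8.20% of the E/ER genes were in the sustained estrogen-induced list of Additional file 2. Counting only E/ER-induced genes gave 21.2%, which is within 1.5 times the paper's value, and counting probe sets gave 9.18%, which is not. The paper does not state that its share was taken from this list.

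Of the 27 E/ER-stimulated members of Table 3, the table marks 23 as repressed by the oxidants and the deposited values are lower for the same 23, whereas the Discussion states 24. For the 48 E/ER-suppressed members both give 29 as induced.

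The paper states that GREB1 was suppressed by H2O2, and here its log2 fold change of -0.64 was lower but not called. It was called by significance analysis of microarrays, with an intensity trend (adjusted p = 0.00042), with the 2 compared groups only (adjusted p = 0.00671), at an adjusted p under 0.05, and without either E deprivation array (adjusted p = 0.00244). For PGR after both oxidants and GREB1 after menadione the calls matched the paper's statement, and neither gene was called after diamide.

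The paper lists BCL2 among the genes changed by every treatment, and here it was lower in all 5 comparisons but not called after diamide. It was called after diamide in none of the settings tried, with an adjusted p from 0.0127 with an intensity trend to 0.216 without untreated replicate 2.

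Of the 75 probe sets of Table 3, 57 were called here in all 5 comparisons and 18 were not, although all 75 had the paper's direction in each. The number was 57 with cyclic loess, 50 with the replicate number as a block and 34 with the 2 compared groups only, and, in settings chosen after the values had been seen, 63 with significance analysis of microarrays, 64 with an intensity trend and 63 at an adjusted p under 0.05. The table marks CYP1A1 as repressed by E/ER, although its own fold changes are higher after E deprivation and lower after knockdown. The values here had the same directions, so that for CYP1A1 only the label differs. Its call after knockdown was lost without untreated replicate 1, untreated replicate 2 or ER knockdown replicate 2 (adjusted p = 0.0124, 0.0109 and 0.0149).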

Other observations

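Lists that respond to stress or to growth conditions are given here where they belong at no claim, and their comparisons between treatments were added after the results had been seen. TGF-β targets rose without an oxidant as well. After E deprivation 10 of 17 rose and 1 fell (camera adjusted p = 9.6e-05), with CCN2 higher by at least 3.08, TGFBI at 2.18 and PMEPA1 at 2.04 on the log2 scale, and after ER knockdown 6 rose and 1 fell (camera adjusted p = 0.000161), with CCN2 higher by at least 2.06. Both calls held with an estimated correlation. Of 19 immediate early genes 8 rose and 1 fell after E deprivation (camera adjusted p = 0.00544, but adjusted p = 0.0714 with an estimated correlation). Among hypoxia genes NDRG1 rose by 2.37 and EGLN3 by 1.74 after E deprivation and by 1.33 and 1.19 after knockdown, although the list was called in none of the 5 comparisons (adjusted p = 0.678, 0.222, 0.573, 0.184 and 0.228). The heat shock gene HSPA4L fell by 1.66 after E deprivation and by 0.81 after knockdown.

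Heat shock proteins as a list were lower after E deprivation (camera adjusted p = 0.0124, but adjusted p = 0.107 with an estimated correlation) and knockdown (camera adjusted p = 0.0285, but adjusted p = 0.134 with an estimated correlation, and adjusted p = 0.0556 without untreated replicate 2), with 1 of 14 called in each, and 0 were called after diamide, H2O2 or menadione (adjusted p = 0.518, 0.454 and 0.836). Of 7 metallothioneins MT2A rose by 0.63 after knockdown (camera adjusted p = 0.00816, but adjusted p = 0.268 with an estimated correlation), and 0 were called after E deprivation (adjusted p = 0.359), diamide (camera adjusted p = 0.0121, but adjusted p = 0.285 with an estimated correlation, and adjusted p = 0.125 without diamide replicate 2) or menadione (camera adjusted p = 0.0188, but adjusted p = 0.304 with an estimated correlation, and adjusted p = 0.0972 without menadione replicate 1). Of 14 cholesterol synthesis genes CYP51A1 rose by 0.63 after E deprivation (camera adjusted p = 0.000289, but adjusted p = 0.107 with an estimated correlation) and MVD by 0.96 after menadione (camera adjusted p = 0.00123, but adjusted p = 0.134 with an estimated correlation). After knockdown (adjusted p = 0.944) and diamide (adjusted p = 0.324) the list was not called, nor after H2O2 (adjusted p = 0.0581, 0.0157 without H2O2 replicate 1 and 0.0356 with the median over all probe sets of a gene).

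Of 22 NRF2 targets 6 rose and 1 fell after E deprivation (camera adjusted p = 0.0238, but adjusted p = 0.227 with an estimated correlation) and 5 rose and 1 fell after knockdown (camera adjusted p = 0.0232, but adjusted p = 0.227 with an estimated correlation). Of 17 p53 targets 4 rose and 1 fell after E deprivation (adjusted p = 0.156) and 2 rose after knockdown (adjusted p = 0.675), and diamide left the list uncalled (adjusted p = 0.505). In the ATF4 and unfolded protein response list 2 rose and 3 fell after E deprivation (adjusted p = 0.313), 2 rose and 1 fell after knockdown (adjusted p = 0.171) and 2 rose and 1 fell after diamide (adjusted p = 0.944). Of 7 AhR targets 3 rose after E deprivation (camera adjusted p = 0.00254, but adjusted p = 0.0714 with an estimated correlation) and 1, CYP1A1, fell after knockdown (adjusted p = 0.289). The call of CYP1A1 after knockdown was lost without untreated replicate 1, untreated replicate 2 or ER knockdown replicate 2 (adjusted p = 0.0124, 0.0109 and 0.0149). Of 22 interferon response genes 1 rose and 1 fell after E deprivation (adjusted p = 0.328), 0 were called after diamide and H2O2 (adjusted p = 0.454 and 0.822), and 1 fell after menadione (adjusted p = 0.973). Of 19 luminal markers 3 rose and 2 fell after E deprivation (adjusted p = 0.736), 2 rose and 3 fell after knockdown (adjusted p = 0.807) and 5 fell after H2O2 (camera adjusted p = 2.49e-06, but adjusted p = 0.0678 with an estimated correlation). Of 229 MAPK-repressed genes 17 rose and 45 fell after E deprivation (camera adjusted p = 0.00383, but adjusted p = 0.134 with an estimated correlation), and 11 rose and 17 fell after knockdown (18 lower when adjusted over the list alone, camera adjusted p = 0.00909, but adjusted p = 0.168 with an estimated correlation). For the other counts here the values adjusted over the list alone were the same.

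Cell cycle genes responded little to diamide. G2/M genes had a median log2 fold change of -0.08 (camera adjusted p = 0.0248, but adjusted p = 0.213 with an estimated correlation, and adjusted p = 0.0677 and 0.0533 without untreated replicate 2 or diamide replicate 1, and 0.117 with the median over all probe sets of a gene), and proliferation markers one of -0.06 (camera adjusted p = 0.0166, but adjusted p = 0.294 with an estimated correlation, and adjusted p = 0.0684 and 0.0502 without untreated replicate 2 or diamide replicate 2, and 0.115 with that median). DNA replication and G1/S genes were not called as a list after diamide (adjusted p = 0.216), had 2 of 24 lower after H2O2 (camera adjusted p = 1.53e-10, held with an estimated correlation) and 0 called after menadione (camera adjusted p = 7.16e-05, but adjusted p = 0.107 with an estimated correlation).

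LUM, a fibroblast marker, fell by at least 1.14 after E deprivation and the leukocyte marker LCP1 fell by 0.71 after E deprivation and rose by 0.81 after menadione, but neither list was called in any comparison (adjusted p = 0.973, 0.328, 0.702, 0.755 and 0.807 for 10 fibroblast markers, and 0.566, 0.348, 0.798, 0.856 and 0.29 for 9 leukocyte markers, for the 5 treatments in order). Of 7 basal and myoepithelial markers, which share TAGLN with Table 3, ACTA2 rose by 2.23 after H2O2. As a list they were not called after E deprivation or knockdown (adjusted p = 0.171 and 0.184), and were higher after diamide (camera adjusted p = 0.00431, but adjusted p = 0.0575 with an estimated correlation), H2O2 (camera adjusted p = 0.0276, but adjusted p = 0.107 with an estimated correlation) and menadione (camera adjusted p = 0.0483, but adjusted p = 0.134 with an estimated correlation). The call after H2O2 was lost without untreated replicate 2 or H2O2 replicate 2 (adjusted p = 0.068 and 0.0555), and that after menadione without either E deprivation array (adjusted p = 0.054), either ER knockdown array (0.0672), untreated replicate 2 (0.121), H2O2 replicate 2 (0.0512) or menadione replicate 2 (0.086), with the replicate number as a block (0.0595), with cyclic loess (0.0618) and with the median over all probe sets of a gene (0.0604). The abundant basal keratin genes KRT5 and KRT14 stayed near background, at 5.77 and 5.15 on the log2 scale over all arrays. For no called list did the median, the mean and the test differ in sign.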
